# A unique *in vivo* experimental approach reveals metabolic adaptation of the probiotic *Propionibacterium freudenreichii* to the colon environment

**DOI:** 10.1186/1471-2164-14-911

**Published:** 2013-12-23

**Authors:** Taous Saraoui, Sandrine Parayre, Grégory Guernec, Valentin Loux, Jérôme Montfort, Aurélie Le Cam, Gaëlle Boudry, Gwenaël Jan, Hélène Falentin

## Abstract

**Background:**

*Propionibacterium freudenreichii* is a food grade bacterium consumed both in cheeses and in probiotic preparations. Its promising probiotic potential, relying largely on the active release of beneficial metabolites within the gut as well as the expression of key surface proteins involved in immunomodulation, deserves to be explored more deeply. Adaptation to the colon environment is requisite for the active release of propionibacterial beneficial metabolites and constitutes a bottleneck for metabolic activity *in vivo*. Mechanisms allowing *P. freudenreichii* to adapt to digestive stresses have been only studied *in vitro* so far. Our aim was therefore to study *P. freudenreichii* metabolic adaptation to intra-colonic conditions *in situ*.

**Results:**

We maintained a pure culture of the type strain *P. freudenreichii* CIRM BIA 1, contained in a dialysis bag, within the colon of vigilant piglets during 24 hours. A transcriptomic analysis compared gene expression to identify the metabolic pathways induced by this environment, versus control cultures maintained in spent culture medium.

We observed drastic changes in the catabolism of sugars and amino-acids. Glycolysis, the Wood-Werkman cycle and the oxidative phosphorylation pathways were down-regulated but induction of specific carbohydrate catabolisms and alternative pathways were induced to produce NADH, NADPH, ATP and precursors (utilizing of propanediol, gluconate, lactate, purine and pyrimidine and amino-acids). Genes involved in stress response were down-regulated and genes specifically expressed during cell division were induced, suggesting that *P. freudenreichii* adapted its metabolism to the conditions encountered in the colon.

**Conclusions:**

This study constitutes the first molecular demonstration of *P. freudenreichii* activity and physiological adaptation *in vivo* within the colon. Our data are likely specific to our pig microbiota composition but opens an avenue towards understanding probiotic action within the gut in further studies comparing bacterial adaptation to different microbiota.

## Background

*Propionibacterium freudenreichii* is a food-grade GRAS bacterium, used as a cheese ripening starter, which displays promising probiotic potential that needs to be explored more deeply [1]. *In vivo* experiments indicate that *P. freudenreichii* consumption results in modulation of the gut microbiota, including enhancement of the bifidobacterial population [2-4] and decrease in *Clostridium* and *Bacteroides*[5]. Modulation of gut content enzymatic activity was also reported, including enhancement of beta-galactosidase activity and decrease in beta-glucuronidase and azoreductase activities [6-8]. *In vitro* and in human-microbiota-associated (HMA) rats, *P. freudenreichii* favored apoptotic depletion of colon cancer cells [9,10]. Finally, *P. freudenreichii* was shown to induce the synthesis of the regulatory cytokine IL-10 in human PBMCs and to protect mice against experimental colitis [11]. In humans, a milk whey culture of *P. freudenreichii* correspondingly alleviates ulcerative colitis symptoms [12,13].

There is experimental evidence that the aforementioned probiotic effects rely on the active release of beneficial metabolites within the gut. The bifidogenic effect of *P. freudenreichii* depends on production of propionate, 2-amino-3-carboxy-1,4-napthoquinone (ACNQ) and 1,4-dihydroxy-2-naphthoic acid (DHNA), an intermediate in the menaquinone (vitamin K2) biosynthesis pathway [14]. ACNQ, which may derive from DHNA, serves as an electron acceptor of NAD(P)H diaphorase and as electron donor of NAD(P)H peroxidase in bifidobacteria [15,16]. NAD(P) + regeneration would be responsible for bifidobacteria growth stimulation by propionibacteria via DHNA and ACNQ. Production of bacteriocins by dairy propionibacteria may also participate in microbiota modulation [17]. Dairy propionibacteria also release beta-galactosidase in the presence of bile salts [12]. The modulation of important parameters of gut physiology such as motility, absorption, differentiation and apoptosis depends on propionate, folate (vitamin B9) and nitric oxide (NO) production [1,18]. Finally, protective properties of *P. freudenreichii* against colitis are reportedly linked with the ability to synthesize immunomodulatory proteins [11] and to release the bifidogenic compounds cited above [19,20].

Adaptation to the colonic lumen conditions is a prerequisite to active production and release of beneficial metabolites. However, this environment may be stressful for ingested bacteria, due to host defense mechanisms including pH variations, peristaltism, antimicrobial peptides and bile acids, and to competition with resident microbiota for nutrient acquisition and for growth niches. Adaptation to the two major digestive stresses, acidic pH and elevated bile salts concentration, was demonstrated *in vitro* in *P. freudenreichii* and the corresponding mechanisms were investigated using proteomics. Acid adaptation requires induction of enzymes involved in DNA synthesis and repair, in central carbon metabolism, including the transcarboxylase cycle specific to propionic fermentation in propionibacteria; and in polypeptide metabolism (ClpB, ClpC) as well as the universal chaperones GroEL and GroES [21-23]. Bile salts adaptation relies on the induction of proteins involved in stress sensing and signal transduction, in oxidative stress remediation and detoxification (superoxide dismutase, cysteine synthase, ABC transporters) and in the Wood-Werkman cycle [23,24]. Such adaptation leads to *P. freudenreichii* tolerance to elevated doses of these stresses. Moreover, *P. freudenreichii* can survive and maintain an active metabolism within the digestive tract of HMA rats [9,25] and of human volunteers [10,26]. However the molecular mechanisms responsible for this adaptation have not been fully elucidated in *P. freudenreichii*.

To investigate probiotic activity within the colon environment, i*n vivo* expression technology (IVET) and recombination-based *in vivo* expression technologies (R-IVET) can be used. R-IVET achieved to compare gene expression between laboratory medium and *in vivo* conditions [27]. However, such methods require a promoter probe library in a genetically accessible probiotic strain, which is not available for *P. freudenreichii*. Moreover, they allow detection of promoter activities and require confirmation of gene induction. Another approach is thus needed for genome-wide expression monitoring in this actinobacterium. We recently developed proteomic and transcriptomic tools to monitor *in vitro* gene expression under different stress conditions including heat, cold, acid, bile salts or conditions encountered within cheese curd [21,23,24,28-30]. For the present work, we developed a new experimental strategy to investigate *P. freudenreichii* activity within the colon of live animals. We chose the pig, a suitable model, because of the physiological and anatomical similarities of its gastro-intestinal tract to that of humans [31]. A stationary phase culture, contained in an implant that allowed exchange with the luminal content through a dialysis membrane, was kept within the colon of vigilant piglets during 24 hours. Using our transcriptomic tools, bacterial gene expression was then compared to that of control bacteria kept in spent YEL culture medium.

## Methods

### Strain culture

This study was conducted on *P. freudenreichii* strain CIRM BIA 1 whose genome has been sequenced and annotated [32]. It was obtained from the CIRM BIA collection (Centre International de Ressources Microbiennes – Bactéries d'Intérêt Alimentaire, STLO, INRA Rennes, France) and was grown at 30°C in YEL broth [33] in closed glass tubes without agitation. Growth was monitored spectrophotometrically at 650 nm (A_650nm_). Cultures were stopped at an A_650nm_of 3 ; *i.e.* in early stationary phase (close to 72 hours). Cultures were either kept in the spent YEL culture medium for 24 hours or concentrated 5 times by a 5 min centrifugation (6000 g) at the growing temperature (30°C) and resuspended in spent YEL culture medium prior to introduction into dialysis tubing.

### Intra-colonic dialysis tubing

An intra-colonic dialysis tubing designed to contain the bacteria but allow the exchange of solutes was custom-made using a 50 kDa-cut-off SpectraPore® regenerated cellulose dialysis tube, 1 cm in diameter. This tube (13 cm long) was sealed at one end by a knot and fastened to a surgical catheter at the other end. Tightness was achieved using surgical thread (Additional file 1: Figure S1). Sterilization of the dialysis tubing was performed for 10 min at 105°C. Water tightness was checked before use. Bromophenol Blue permeability and Dextran Blue impermeability were checked, along with the diffusion of bile salts across the dialysis tubing envelope (see Additional file 1: Figure S1). Five mL of stationary phase culture (10^10^ CFU/mL) were introduced aseptically in the dialysis tubing through the catheter using a syringe equipped with a 0.8 mm-diameter needle.

### Animal procedure

The experimental protocol was designed in compliance with recommendations of the French law (2001–464 29/05/01) and EEC (86/609/CEE) for the care and use of laboratory animals. It was approved by the Comité Rennais d’Ethique en matière d’Expérimentation Animale (protocol #R-2010-GB01). Four ((Pietrain x Landrace) x Large White) pigs (30 kg) from the experimental herd of INRA St-Gilles (France) were housed individually in stainless steel cages in a temperature-controlled (23°C) and 12 h/12 h dark/light cycle room. They were acclimated to their new housing conditions for 1 week. After an overnight fast, pigs were anesthetized using isoflurane. After laparotomy, a silicon T-cannula was inserted into the proximal colon (15 cm distal to the ileo-caecal valvula) and exteriorized on the left side of the animal. Pigs were given morphine chlorhydrate subcutaneously during the surgical procedure and 12 hr after as well as ampicillin (30 mg/kg/d intra-muscular) for 3 days. Animals allowed one week for recovery and were fed a standard pig diet (Additional file 2: Table S1). After this recovery phase, the dialysis tubing was inserted into the colonic lumen through the cannula and left for 24 hrs. Briefly, animals were sedated using ketamine (10 mg/ intra-muscular). The cannula was opened and the dialysis tubing inserted slowly into the colonic lumen. It was tightly anchored to the cannula using a thread. The cannula was then closed. The pig was monitored while recovering from sedation then allowed freedom of movement and normal access to food and water for 24 hrs. After this period, the animal was again sedated with ketamine and the dialysis tubing slowly removed from the colonic lumen by pulling on the thread. A new dialysis tubing was then inserted. This was repeated 4 times on 4 consecutive days, to generate 16 biological replicates from 16 independent fresh cultures. A flowchart (Additional file 3: Figure S2) summarized the complete experiment.

### RNA extraction and quality control

1 ml of each culture or of a 1/10 v:v PBS dilution of the content of the dialysis tubing was mixed to 2 volumes of RnaProtect (Qiagen, Hilden, Germany), left 5 min at room temperature and then centrifuged (8,000 g, 10 min, at room temperature). The supernatant was removed and the pellet stored at −80°C until total RNA was extracted. Pellets were thawed on ice, suspended in 200 μL of lysis buffer (50 mM Tris–HCl, 1 mM EDTA; pH 8.0) containing 20 mg/mL lysozyme (MP Biomedicals, Illkirch, France) and 50 U/mL mutanolysin (Sigma, Saint Quentin Fallavier, France), and incubated for 15 min at 24°C. The suspensions were then transferred to two milliliters tubes containing 50 mg of zirconium beads (diameter, 0.1 mm; BioSpec Products, Bartlesville, OK) and 100 μL of SDS (10%). The tubes were shaken twice for 90 s at 30 Hz with a bead beater (MM301; Retsch, Haan, Germany) chilled on ice for two min between the shaking steps. RNA extraction was then performed using an RNeasy minikit (Qiagen) and the Qiacube extraction robot (Qiagen) according to the instructions of the manufacturer. RNA were suspended in 50 μL of RNase-free water and treated with DNase (DNA free; Ambion, Cambridgeshire, United Kingdom) according to the instructions of the supplier, and then stored at −80°C until use. Quantification of RNA was performed and contamination of RNA by proteins was assessed spectrophotometrically using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies,Inc., Rockland, DE). RNA quality was evaluated using an Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). All of the RNA samples from spent medium had a RIN value greater than 7.5, indicating good integrity of the rRNA. On the other hand, three samples from the intra-colonic environment was excluded from hybridization experiments because its RIN values was lower than 7.5 and one sample from the intra-colonic environment was excluded because its RNA concentration was too low (for details on RIN and concentration see Additional file 4: Table S2). The absence of genomic DNA was confirmed by quantitative PCR.

### Microarray hybridization

A 8 × 15 K microarray was designed using eArray (Agilent technologies (https://earray.chem.agilent.com/earray/)) with the following parameters: probe length 60 bp, 1 probe per target, probe orientation sense, best probe methodology, design with 3’ bias, possibility of probes trimming, preferred Tm 85°C (isothermal and GC rich genome). Microarrays are available under design ID 034169 and array name pfreudenreichii-cirm1. RNA were retrotranscribed into cDNA and labelled with cyanine with the One color microarray-based prokaryote analysis FairPlay III Labeling kit (Agilent Technologies) according to manufacturer instructions. Briefly, for each sample, 6 μg of total RNA were retrotranscribed into cDNA with incorporation of an amino-allyl dUTP and labeled using CyDye Cy3 mono reactive (GE Healthcare, Orsay, France). Yield (> 650 ng of cDNA) and specific activity (> 40 pmol of Cy3 per μg of cDNA) of the Cy3-cDNA produced were checked with the Nanodrop. 600 ng of Cy3-cDNA were hybridized on a sub-array. Hybridization was carried out for 17 hours at 65°C using a Microarray hybridization chamber (Agilent Technologies) in a rotating hybridization oven prior to washing per Agilent protocol and scanning with an Agilent Scanner (DNA Microarray Scanner, Agilent Technologies) using the standard parameters for a gene expression 8 × 15K oligoarray (5 μm and 20 bits). Data were then obtained with the Agilent Feature Extraction software (10.5.1.1) according to the appropriate GE protocol (GE1_105_Dec08). Probes were considered valid when the corresponding spots were present in at least 80% of the replicates of each experimental condition after the flagging procedure (66 probes were thus omitted from the rest of the analysis). The remaining bad spots (less than 5% of the total) were imputed by the k-nearest neighborhood (k = 4) approach [34].

### Retrotranscription quantitative PCR

In order to confirm the results from the transcriptomic analyses, reverse transcription quantitative PCR (RT-qPCR) experiments were carried out. The use of 3 biological RNA replicates for each condition has been used in this work as a control to confirm transcriptomic results obtained using microarrays on 8 biological replicates. The RT-qPCR were performed on RNA which were in sufficient amount to perform PCR targeting 42 genes observed as differentially expressed in the microarray analysis. Primers were designed using Primer3 Plus software [35] with default parameters except for the difference of melting temperature between the forward and reverse primers set to less than 1°C. The primer sequences for the tested genes are detailed in Additional file 5: Table S3. cDNA synthesis, quantitative PCR, and cycle thresholds (Ct) were performed according to Falentin et al. [36]. Briefly, cDNA was synthesized using a qScript TM cDNA synthesis kit (Quanta BioSciences, Maryland, USA). Amplification by qPCR was performed with a 15 μL final volume mixture containing 5 μL of a cDNA template diluted 1 to 40, 0.5 mM of each primer and 16 IQTM SYBR GreenSupermix (BioRad, California, USA), in an Opticon 2 real-time PCR detector (Biorad). Three cDNA obtained from spent YEL medium culture conditions (corresponding to three biological replicates) and three cDNA obtained from the intra-colonic environment (corresponding to three biological replicates) were amplified. Amplification cycles consisted of an initial step at 95°C for 5 min followed by 40 cycles of 95°C for 30 s, 60°C for 30 s, and 72°C for 1 min. An amplicon denaturation step of 0.5°C/min from 65°C to 90°C was performed to verify amplification specificity and determine amplicon melting temperature.

Genes that were not differentially expressed in the microarray analysis were chosen as possible internal standards for RT-qPCR normalization. The stability of mRNA expression of three genes: *serA*, *cbiM, ndk* was checked using the geNorm VBA applet for Microsoft Excel [37] and were chosen as internal standard for normalization.

### Statistical analysis of transcriptomic data

The aim of the statistical analysis was to generate the most reliable list of genes with significantly different levels of expression between our two distinct conditions: the intra-colonic environment and the YEL medium.

An analysis of the variability within and between piglets (N = 13770 probes) using matrix of parametric correlations allowed us to choose the two most reproducible replicates of 4 per piglet (Additional file 6: Figure S5). Four independent signals (one per piglet) were then obtained by averaging the two selected signals from each piglet. For the YEL condition, 8 of 12 biological replicates were randomly selected and averaged two by two, establishing 4 independent measurements (for details see Additional file 4: Table S2).

The signals corresponding to the same probes were averaged, and the log2-signals were subsequently scale normalized using the median value of each array [38] given a final data sets of 2229 genes.

Differential comparisons between groups were performed gene by gene using modified *t*-test with limma adjustment (p-value ≤ 10^-4^) from the limma package of R software [39,40]. The Bayesian approach of which remains very convenient and a powerful tool when working with a low number of biological replicates [41].

The increase in the type I error rate induced by the multiplicity of tests was controlled by the Benjamini-Hochberg adjustment from the False Discovery Rate family [35]. Genes were declared as differentially expressed with P ≤ 0.001 and |fold change| > 2.

For the RT-qPCR analysis, geNorm was used to determine the normalized expression level of genes of interest (http://medgen.ugent.be/genorm/). A student *T*-test was performed and changes in gene expression between the two conditions with a P-value < 0.05 were considered significant.

## Results and discussion

The objective of the study was to identify the pathways used by *P. freudenreichii* to cope with the different stresses encountered in the colon. A transcriptomic analysis of *Propionibacterium freudenreichii* (i) kept for 24 H in the colon of piglet (intra-colonic environment) or (ii) kept in spent YEL culture medium was performed. A dialysis bag containing *P. freundenreichii* (10^10^ CFU/mL) in stationary phase was introduced for 24 H in the colon of four piglets through a cannula implanted surgically 7 days earlier. This 24 H –period was compatible with pig colonic transit time. This was repeated on four consecutive days, a time to take into account intra-animal variability. After each 24 h incubation period in the intra-colonic environment, the content of the dialysis tubing was used for enumerations and RNA extraction. Four RNA (out of 16) were excluded from subsequent analysis because of poor quality or quantity (see Additional file 4: Table S2 for details). An 8*15 K Agilent microarray was designed especially for this experiment and hybridized with cDNA from the retro-transcription of RNA extraction. The control was RNA extracted from bacteria in stationary phase kept in the spent medium. 

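RNA of P. freudenreichii from the piglet colon and from spent YEL medium was compared on 16 custom 1-colour Agilent arrays, 2 for each of 8 samples. There were 4 colon samples (pigs A to D) and 4 spent medium samples (medium 1 to 4), and Table S2 gives each sample as the average of 2 cultures, which for the pigs came from days 3 and 4. The authors read the arrays with Agilent Feature Extraction, which wrote a background-subtracted signal for each spot, not yet scaled between arrays. Each array held 13770 spots for genes, 6 for each of 2295 probes. Spots that this software marked as outliers were left out, 129 to 808 on a colon array and 163 to 751 on a spent medium array. The log2 signals of a probe's spots were averaged, the median of each array was subtracted, and the 2 arrays of a sample were averaged. All levels are therefore relative to the array median. The 4 colon samples were compared with the 4 spent medium samples in limma, and a gene was declared higher or lower at a Benjamini-Hochberg adjusted p of at most 0.001 and a fold change over 2. The median signal was 1021 to 13494 (median 5269) on the colon arrays and 99.2 to 1496 (median 500.1) on the spent medium arrays, where the negative controls had medians of 3.08 to 23.7 and 1.82 to 27.3. All 2295 genes were well above background on every colon array and 2194 were so on every spent medium array. No spot was saturated. The interquartile range of the log2 signal was 0.741 to 1.25 on the colon arrays and 1.55 to 2.20 on the spent medium arrays. The arrays lay on 5 slides, of which slides 2, 3 and 5 held both conditions, slide 1 held 4 spent medium arrays only and slide 4 held 1 colon array only. With 4 samples per condition, the number of arrays limits the precision of each value.

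**Figure D1:**
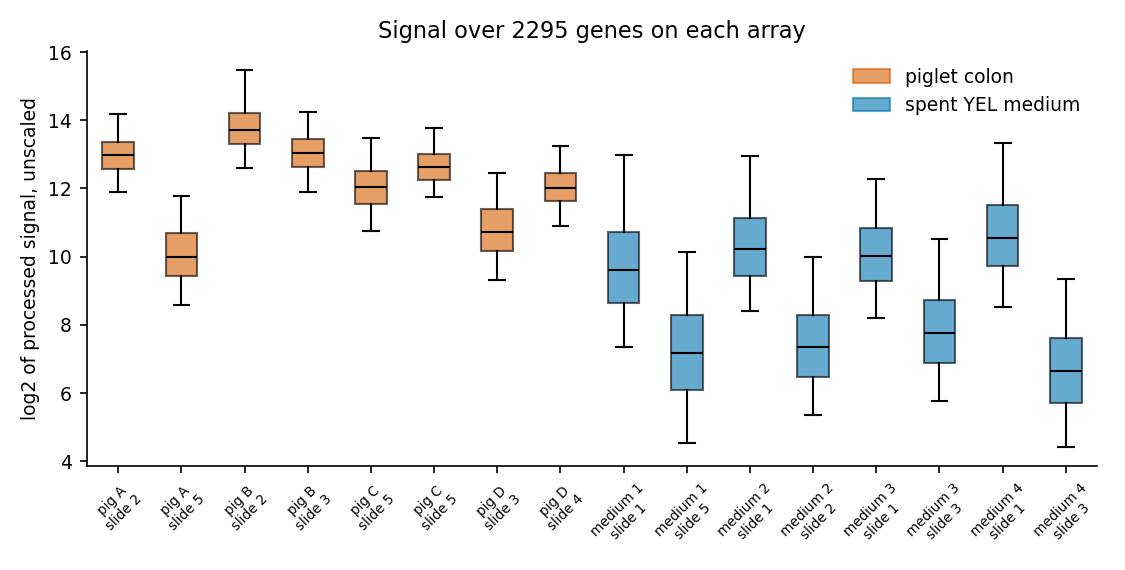
Unscaled log2 processed signal over 2295 genes on each of the 16 arrays, by sample and slide. Boxes span the interquartile range with the median as a line, and whiskers leave out the lowest and the highest 5% of genes. The boxes of the colon arrays (0.741 to 1.25) are shorter than those of the spent medium arrays (1.55 to 2.20).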

Twelve RNA from colonic environment and twelve RNA from spent YEL medium were hybridized on microarrays. 

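The 8 deposited colon arrays, each hybridised with cDNA of P. freudenreichii kept in the colon of pig A, B, C or D, were compared with each other across 2295 genes. Log2 levels of 2 colon arrays of the same pig correlated at 0.776 to 0.930 (Pearson's r, 4 pairs of arrays, median 0.887). Colon arrays of different pigs correlated at 0.715 to 0.972 (24 pairs, median 0.892), so arrays of the same pig were no closer to each other than arrays of different pigs. Spent medium arrays of different samples correlated at 0.822 to 0.992 (24 pairs, median 0.938), and a colon array with a spent medium array at 0.382 to 0.720 (64 pairs, median 0.521). These correlations are across genes, which are not independent replicates, and the files hold no array of the other cultures.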

For the intra-colonic environment, eight samples out of twelve gave the same response profile (Additional file 7: Figure S3). We have chosen to analyze the transcriptome of these eight samples. A modified *t*-test was performed to list differentially expressed genes between samples from the intra-colonic environment and the control (spent medium). Most differentially expressed genes were confirmed with RT quantitative PCR (RT-qPCR) on RNA from three biological replicates from colonic environment and spent medium as control. RT-qPCR always confirmed the induction or repression of gene per microarray but standard deviation (individual variability) was greater with RT-qPCR than with microarray data.

Overall, 767 genes (357 genes induced (Table 1, Additional file 8: Table S4), 410 genes repressed (Table 2, Additional file 9: Table S5) were declared as differentially expressed. 

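Relative to the array median, 414 genes of P. freudenreichii were higher and 447 were lower in the colon than in spent medium among the 2295 tested. The largest rises were those of ydaO, a branched-chain amino acid transporter gene, with 8.38-fold (log2 fold change 3.07, standard error 0.21, adjusted p = 8.0e-09 from limma), soxR, a transcriptional regulator of the MerR family, with 7.87-fold, and cobA2, an adenosyltransferase of vitamin B12 synthesis, with 7.39-fold. The largest falls were those of PFREUD_10220, a hypothetical protein, with 87.7-fold (log2 fold change -6.45, standard error 0.20, adjusted p = 6.4e-12), ald, alanine dehydrogenase, with 61.8-fold, and the small heat shock gene hsp20 1 with 40.9-fold. The sugar transporter gene PFREUD_12600 rose 6.86-fold and the iron transporter gene PFREUD_06780 rose 6.56-fold, while the hypothetical protein genes PFREUD_22150 and PFREUD_17910 fell 24.0-fold and 18.0-fold. On the 8 spent medium arrays these rising genes were not always well above background (ydaO and cobA2 on 3, PFREUD_12600 and PFREUD_06780 on 5 and soxR on 6), so the sizes and the order of their rises are uncertain. The median fold change was 2.60 among the 414 higher genes and 3.08 among the 447 lower genes. The higher genes had a median rank of 12.1% of all genes in spent medium and 49.3% in the colon, and the lower genes 88.1% and 47.0%. Scaled by the 75th percentile of each array in place of the median, 764 genes were higher and 271 lower, so that 73.8% of the declared genes were higher in place of 48.1%. That scaling moved the median log2 fold change of all genes by 0.49, and with no scaling it moved by 3.48, where 21 of the 447 lower genes kept their direction.

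**Figure D2:**
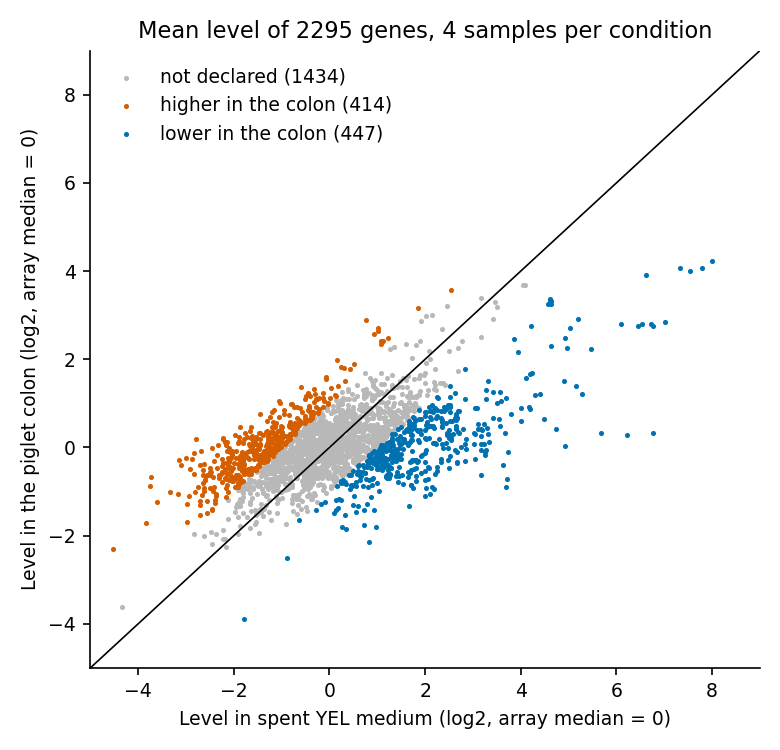
Mean log2 level of 2295 genes in 4 spent medium samples (horizontal) and 4 colon samples (vertical), each relative to the array median. Orange points are the 414 genes declared higher in the colon, blue points the 447 declared lower, and the line marks equal levels.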

(Complete microarray expression data for these genes available on GEO, Genbank: GSE50089). 

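Of the 2295 genes with a probe, 861 (37.5%) were declared as differentially expressed, 18.0% higher and 19.5% lower in the colon. In all 861 the colon samples did not overlap with the spent medium samples, so a lack of overlap in single declared genes adds nothing to their call. The 682 genes whose product name on the array begins as hypothetical had a share in both directions, with 126 higher and 146 lower. Among these were PFREUD_12140, 6.15-fold higher (log2 fold change 2.62, standard error 0.18, adjusted p = 8.0e-09 from limma), and PFREUD_22550, 16.9-fold lower (log2 fold change -4.08, standard error 0.24, adjusted p = 2.5e-09). At an adjusted p under 0.05 with no threshold on the fold change, 921 genes were higher and 850 lower. PFREUD_12140 was well above background on 6 of 8 spent medium arrays.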

The differentially expressed genes represented 31% of the protein-coding genes of the CIRM-BIA1^T^ genome targeted in the microarray. Category of genes most affected by intra-colonic environment was those genes implicated in carbohydrates metabolism (with 27 genes of this functional category induced and 34 genes repressed). 

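Genes of carbohydrate metabolism went in both directions. Of the 25 genes that the paper's table of induced genes places in this category, 25 were declared higher in the colon, and of the 35 in its table of repressed genes, 33 were declared lower. Outside that category, among the genes of carbohydrate transport, rbsC, a membrane protein of a transporter of ribose and other sugars, was higher with 5.43-fold (log2 fold change 2.44, standard error 0.16, adjusted p = 7.5e-09 from limma). Among the lower genes of the category were gpm2, phosphoglycerate mutase, with 3.68-fold (log2 fold change -1.88, adjusted p = 8.0e-09) and mdh, malate dehydrogenase, with 3.57-fold (log2 fold change -1.83, adjusted p = 1.0e-07). The categories are given only for genes in the paper's tables, so the share of declared genes in this category could not be compared with that of other genes. rbsC was well above background on 7 of 8 spent medium arrays.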

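Genes of amino acid metabolism rose and fell in near equal number. In this category of the paper's tables, 19 of 20 induced genes were declared higher in the colon and 17 of 19 repressed genes were declared lower. The higher genes included the aminotransferase gene PFREUD_21920 with 7.24-fold (log2 fold change 2.86, standard error 0.17, adjusted p = 2.4e-09 from limma). The category was assigned by the study to genes it had found changed on these samples, so the count is not independent evidence. PFREUD_21920 was well above background on 6 of 8 spent medium arrays, so the size of its rise is uncertain.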

Amino acid metabolism was the second most affected category with 19 repressed and 20 induced genes. Lastly, two categories were highly repressed: ribosomal proteins with 21 genes repressed and transcription initiation with 17 genes repressed (Figure 1).

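Ribosomal protein genes were lower in the colon. Of 47 genes with a ribosomal protein name on the array, 20 fell, none rose and 27 were not declared (20 lower when adjusted over the list alone). The median log2 fold change of the 47 genes was -0.87 and their median rank among all genes was 62.5% in spent medium and 21.9% in the colon. rplK, for ribosomal protein L11, fell 4.76-fold (log2 fold change -2.25, standard error 0.16, adjusted p = 1.4e-08 from limma). Against all other genes the ribosomal proteins were lower with a preset correlation of 0.01 between genes (limma camera, adjusted p = 5.9e-07 over 15 lists). This call is lost with a correlation estimated from the samples (adjusted p = 0.35 with an estimated correlation). limma's fry, which asks whether the genes of the list move on balance in 1 direction, gave an adjusted p = 6.4e-06. It does not compare with other genes. Lists that camera did not call also passed it, such as cell division (fry, adjusted p = 7.8e-05) and inositol (5.6e-04), so fry does not set the ribosomal proteins apart. In the paper's own category of ribosomal proteins, 1 gene was declared higher, and 19 of the 21 listed as repressed were declared lower. In the category of transcription initiation of the paper's tables, 1 gene was declared higher and 3 lower. On slides 2, 3 and 5, which held both conditions, the median log2 fold change of the ribosomal proteins was -1.33, -1.14 and -1.20.

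**Figure D3:**
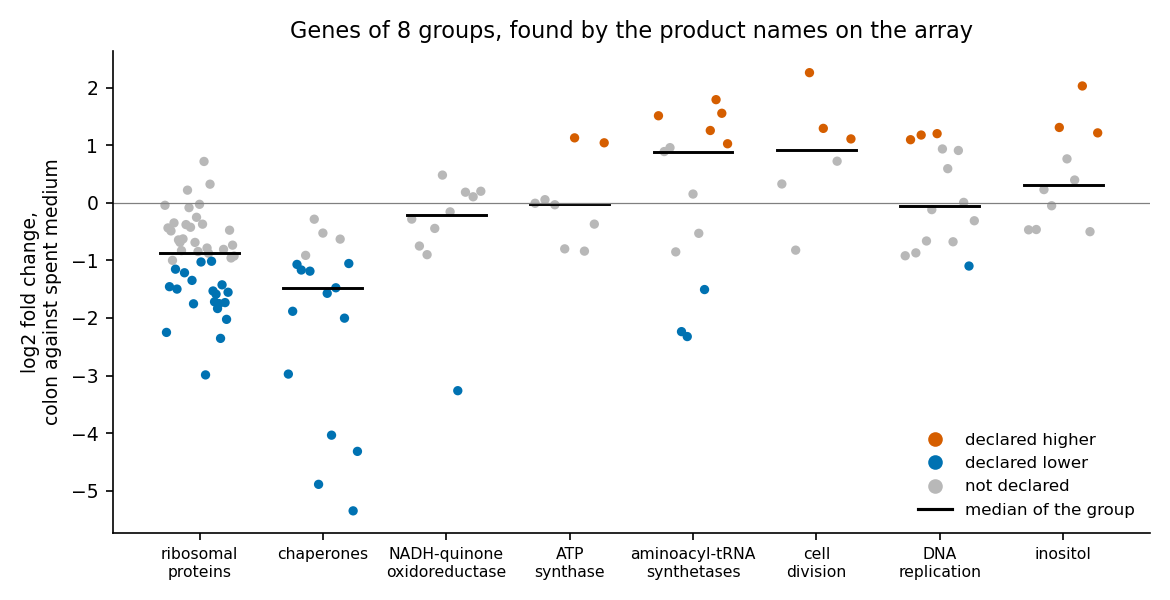
Log2 fold change, colon against spent medium, of the genes in 8 groups found by the product names on the array, with a point for each gene and a line at the median of the group. Orange points were declared higher, blue points lower and grey points neither. Of the 47 ribosomal proteins 20 are blue, and of the 17 chaperones 13 are blue.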

**Figure 1:**
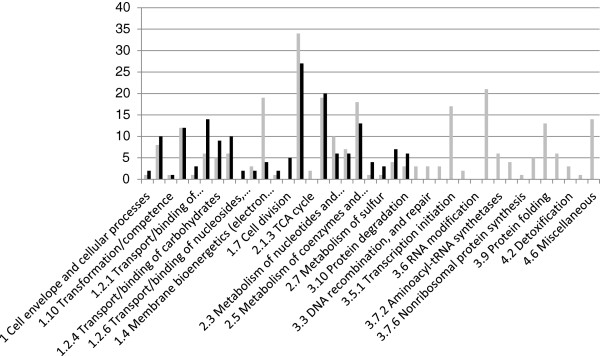
**Number of induced and repressed genes in the colonic environment, compared to spent medium, classified by metabolic function.** In grey and in black: induced and repressed genes, respectively. Differential comparisons between groups were performed gene by gene using a modified *t*-test. Genes were declared as differentially expressed (DE) with a P value ≤ 0.001 and |fold change| > 2.

**Table 1:** List of induced genes in intra-colonic environment compare to spent medium with RT-qPCR confirmation

**Locus tag**	**Gene**	**Descript**	**Function**	**FC microarray (induced in colon)**	**p value microarray**	**FC RT-qPCR (induced in colon)**	**pvalue RT- qPCR**	**Probe name**
PFREUD_23410		Permease of glycerol 3 P ABC transporter	1.2 Transport/binding proteins and lipoproteins	4,8	5,0E-08	34,0	1,4E-01	CUST_2220_PI426428742
PFREUD_23760		Xanthine/uracil permease	1.2 Transport/binding proteins and lipoproteins	4,5	6,0E-08	3,7	9,0E-02	CUST_2250_PI426428742
PFREUD_06780		ATP-binding protein of iron compound ABC transporter	1.2.3 Transport/binding of inorganic ions	5,4	7,7E-08	5,1	1,9E-01	CUST_662_PI426428742
PFREUD_16350		Siderophore exporter 2.A.1.38.2	1.2.3 Transport/binding of inorganic ions	4,4	1,3E-07	1,4	2,5E-01	CUST_1559_PI426428742
PFREUD_02570	*fepC*	Permease component of iron ABC transporter	1.2.3 Transport/binding of inorganic ions	3,5	1,7E-07	3,3	3,1E-01	CUST_254_PI426428742
PFREUD_02700	*glpT*	Glycerol-3-phosphate transporter	1.2.4 Transport/binding of carbohydrates	3,1	4,1E-07	1,1	2,6E-01	CUST_267_PI426428742
PFREUD_06660		IM protein of ribose/xylose/arabinose/galactoside ABC transporter	1.2.4 Transport/binding of carbohydrates	5,2	1,1E-08	1,2	1,3E-01	CUST_650_PI426428742
PFREUD_12690	*ydaO*	IM protein of branched-chain amino acids ABC transporter (HAA: undef: Branched-chain amino acids)	1.2.5 Transport/binding of amino-acids	5,7	2,0E-08	3,7	2,0E-01	CUST_1218_PI426428742
PFREUD_03350	*cytX*	Hydroxymethylpyrimidine transporter CytX	1.2.6 Transport/binding of nucleosides, nucleotides	4,0	1,7E-06	1,4	4,0E-01	CUST_332_PI426428742
PFREUD_15480	*ftsQ*	Cell division protein FtsQ	1.7 Cell division	4,1	3,0E-07	1,5	3,5E-01	CUST_1474_PI426428742
PFREUD_19110	*iolT3*	iolT3 (myo-inositol transporter iolT3)	2.1 Metabolism of carbohydrates and related molecules	3,4	7,0E-08	5,9	2,8E-02	CUST_1811_PI426428742
PFREUD_19080	*iolB*	iolB (Myo-inositol catabolism IolB protein)	2.1.1 Specific carbohydrate metabolic pathway	2,4	3,2E-07	1,9	4,3E-01	CUST_1808_PI426428742
PFREUD_22850	*gntP*	Gluconate transporter (transmembrane)	2.1.1 Specific carbohydrate metabolic pathway	3,8	3,1E-06	24,1	5,0E-03	CUST_2167_PI426428742
PFREUD_04270	*eda, hga, kdgA*	2-dehydro-3-deoxyphosphogluconate aldolase/4-hydroxy-2-oxoglutarate aldolase	2.1.1 Specific carbohydrate metabolic pathway	2,1	2,6E-05	2,8	2,0E-01	CUST_421_PI426428742
PFREUD_07170	*pccB*	Propionyl-CoA carboxylase beta chain	2.1.1 Specific carbohydrate metabolic pathway	2,5	8,0E-08	1,1	3,2E-02	CUST_701_PI426428742
PFREUD_09060	*dhaG*	Glycerol dehydratase reactivation factor DhaG	2.1.1 Specific carbohydrate metabolic pathway	3,8	5,6E-07	4,9	2,5E-02	CUST_877_PI426428742
PFREUD_09130	*pduP*	CoA-dependent propionaldehyde dehydrogenase PduP	2.1.1 Specific carbohydrate metabolic pathway	5,8	7,7E-08	4,7	4,0E-02	CUST_884_PI426428742
PFREUD_12840	*ldh2*	L-lactate dehydrogenase	2.1.2 Main glycolytic pathways	3,6	8,3E-07	1,0	1,5E-01	CUST_1233_PI426428742
PFREUD_07770	*araD*	L-ribulose-5-phosphate 4-epimerase AraD	2.1.2 Main glycolytic pathways	3,3	4,2E-08	4,7	5,9E-02	CUST_759_PI426428742
PFREUD_11340	*metH*	Methionine synthase (5-methyltetrahydrofolate:L-homocysteine S-methyltransferase)	2.2 Metabolism of amino acids and related molecules	2,1	9,2E-07	5,0	1,6E-01	CUST_1091_PI426428742
PFREUD_12630	*cysK*	Cysteine synthase (O-acetylserine sulfhydrylase)	2.2 Metabolism of amino acids and related molecules	2,1	7,9E-07	5,3	1,2E-01	CUST_1214_PI426428742
PFREUD_13940	*argH*	Argininosuccinate lyase (Arginosuccinase)	2.2 Metabolism of amino acids and related molecules	2,3	1,2E-06	2,5	1,3E-01	CUST_1323_PI426428742
PFREUD_02210	*bkdB*	Dihydrolipoyllysine-residue (2-methylpropanoyl)transferase.	2.2 Metabolism of amino acids and related molecules	2,6	2,9E-06	5,5	4,0E-02	CUST_214_PI426428742
PFREUD_03880	*ask*	Aspartokinase (Aspartate kinase)	2.2 Metabolism of amino acids and related molecules	3,3	2,5E-07	1,3	1,8E-01	CUST_383_PI426428742
PFREUD_11270	*cmk*	Cytidylate kinase (CK) (Cytidine monophosphate kinase) (CMP kinase)	2.3 Metabolism of nucleotides and nucleic acids	2,5	9,4E-07	30,0	8,0E-05	CUST_1084_PI426428742
PFREUD_00670		1-acyl-sn-glycerol-3-phosphate acyltransferase	2.4 Metabolism of lipids	4,2	1,1E-08	1,5	3,9E-01	CUST_66_PI426428742
PFREUD_07140		NUDIX hydrolase	2.6 Metabolism of phosphate	3,0	2,1E-07	4,1	2,5E-02	CUST_698_PI426428742
PFREUD_21590	*cysW*	Sulfate transport system permease protein CysW	2.7 Metabolism of sulfur	4,1	3,6E-07	14,3	2,5E-02	CUST_2047_PI426428742
PFREUD_11100		Single-strand binding protein/Primosomal replication protein	3.1 DNA replication	2,6	1,3E-05	63,5	1,6E-01	CUST_1071_PI426428742
PFREUD_01220		DNA polymerase	3.1 DNA replication	2,3	1,7E-07	3,7	9,0E-02	CUST_124_PI426428742

**Table 2:** List of repressed genes in intra-colonic environment compared to spent medium with RT-qPCR confirmation

**Locus tag**	**Gene**	**Descript**	**Function**	**FC microarray (induced in colon)**	**pvalue microarray**	**FC RT-qPCR (induced in colon)**	**pvalue RT- qPCR**
PFREUD_14940	*sufS*	Cysteine desulphurases, SufS	1.2 Transport/binding proteins and lipoproteins	7,4	2,5E-07	1,4	6,9E-02
PFREUD_19650	*feoB*	Ferrous iron uptake protein B 9.A.8.1.x	1.2.3 Transport/binding of inorganic ions	6,7	1,0E-07	1,3	3,5E-02
PFREUD_20460	*cycA1*	D-serine/D-alanine/glycine transporter 2.A.3.1.7	1.2.5 Transport/binding of amino-acids	16,5	3,9E-05	2,0	2,4E-02
PFREUD_05220	*nuoG*	NADH-quinone oxidoreductase chain G	1.4 Membrane bioenergetics (electron transport chain and ATP synthase)	9,9	4,3E-08	5,3	6,0E-03
PFREUD_10590	*mcoE*	Methylmalonyl-CoA epimerase	2.1.1 Specific carbohydrate metabolic pathway	9,3	3,0E-07	21,7	6,8E-02
PFREUD_01040	*gntK*	Gluconate kinase (Gluconokinase)	2.1.1 Specific carbohydrate metabolic pathway	2,9	2,9E-05	39,5	4,3E-02
PFREUD_18870		Methylmalonyl-CoA carboxytransferase 5S subunit.	2.1.1 Specific carbohydrate metabolic pathway	10,3	1,1E-07	10,0	1,3E-02
PFREUD_17320	*eno1*	Enolase 1	2.1.2 Main glycolytic pathways	8,4	3,6E-07	26,3	2,0E-03
PFREUD_23890	*fba2*	Fructose-bisphosphate aldolase class I	2.1.2 Main glycolytic pathways	21,3	1,1E-08	68,6	2,0E-03
PFREUD_05650	*tuf*	Elongation factor Tu	3.7.4 Translation elongation	4,8	4,8E-05	2,0	4,9E-01
PFREUD_17840	*dnaK1*	Chaperone protein dnaK 1	3.9 Protein folding	15,5	1,5E-07	23,3	2,5E-03
PFREUD_19250	*clpB 1*	Chaperone clpB1	3.9 Protein folding	3,6	4,1E-04	10,9	6,6E-02
PFREUD_22780	*hsp20 1*	Heat shock protein 20 1 (20 kDa chaperone 1)	3.9 Protein folding	36,6	2,5E-08	20,2	1,4E-02

1-Down regulation of glycolysis, Wood-Werkman cycle and oxidative phosphorylation

In YEL medium, the glycolysis, the pentose phosphate pathway and the Wood Werkman cycle (fermentation) are three ways for *P. freudenreichii* to produce NADH and NADPH reducing equivalents, ATP and precursor metabolites needed for the biosynthesis of essential compounds (amino acids, purine, pyrimidine, glycerol 3 phosphate, fatty acids, N-acetyl glucosamine, vitamins). In the intra-colonic environment, glucose is lacking and the bacteria are in anaerobic conditions. Microarray analysis revealed a down regulation of genes involved in glycolysis, the Wood-Werkman cycle and oxidative phosphorylation. 

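Genes of glycolysis and of the Wood-Werkman cycle with the TCA cycle were lower in the colon relative to the array median. All 8 glycolysis genes that could be found were lower (8 adjusted over the list alone), with a median log2 fold change of -2.19. Of 13 genes of the Wood-Werkman and TCA cycles, 12 were lower (12 adjusted over the list alone), with a median of -1.83, and sdhA3, a succinate dehydrogenase gene, was 1.99-fold lower, under the threshold of 2. Symbols were available only for genes in the paper's tables of changed genes, so these counts are not independent evidence of a direction. Product names on the array, which do not depend on those tables, gave 10 genes of NADH-quinone oxidoreductase, of which 1 fell, and 8 genes of ATP synthase, of which 2 rose and none fell. The rising ATP synthase genes were atpC, 2.06-fold higher (log2 fold change 1.04, standard error 0.15, adjusted p = 1.5e-05 from limma), and PFREUD_10470, 2.19-fold higher (adjusted p = 1.8e-05). Without spent medium 1 neither passed the fold threshold (log2 fold changes 0.98 and 0.98), nor did atpC without pig B (0.95), and cyclic loess normalization turned PFREUD_10470 to -0.14. Against all other genes neither list was shifted (camera, adjusted p = 0.48 for NADH-quinone oxidoreductase and 0.95 for ATP synthase). PFREUD_10470 was well above background on 6 of 8 spent medium arrays.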

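The glycolysis genes found by the symbols of the paper's tables were pgm1, pfp, pgk, gap, eno1, eno2, gpm2 and fba2, and each was lower in every colon sample than in every spent medium sample. The smallest of these falls were those of pfp, the pyrophosphate-dependent phosphofructokinase, with 2.14-fold (log2 fold change -1.10, adjusted p = 1.0e-04 from limma), eno2 with 2.22-fold (log2 fold change -1.15, adjusted p = 1.8e-05) and pgk, phosphoglycerate kinase, with 2.52-fold (log2 fold change -1.33, adjusted p = 7.8e-07). The median rank of the 8 genes among all genes was 85.8% in spent medium and 25.2% in the colon. The genes pgi, pfkA, fba1 and gpm1 could not be named on the array.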

All the genes encoding proteins involved in glycolysis were repressed (Additional file 10: Figure S4). Some of them were particularly down-regulated: *pgm* with a fold change of -5.9, *fba2* with a fold change of -21.5 (confirmed by RT-qPCR with a fold change of -145.7), *gap* with a fold change of -11.5 and *eno1* with a fold change of -8.4 (confirmed by RT-qPCR with a fold change of -50.7). 

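fba2, a fructose-bisphosphate aldolase, fell 21.8-fold, the largest fall in glycolysis (log2 fold change -4.44, standard error 0.14, adjusted p = 6.4e-12 from limma). Its level was -0.72 ± 0.20 in the colon and 3.72 ± 0.15 in spent medium (log2 level, mean ± SD, n = 4). gap, glyceraldehyde-3-phosphate dehydrogenase, had a log2 fold change of -3.42 (standard error 0.19), eno1, enolase, fell 7.92-fold (log2 fold change -2.99, standard error 0.19) and pgm1, phosphoglucomutase, fell 5.68-fold (log2 fold change -2.50, standard error 0.15). The adjusted p was 1.5e-09 for gap, 3.9e-09 for eno1 and 3.4e-09 for pgm1. In each of these 4 genes all 4 colon samples lay below all 4 spent medium samples.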

The Wood-Werkman cycle (Additional file 10: Figure S4) is specific to some propionic acid producing bacteria. It holds a central place in propionic fermentation, the main central carbon metabolic pathway in dairy propionibacteria. By this pathway, pyruvate is converted into propionate. Pyruvate is first converted to succinate by successive steps of the tricarboxylic cycle (TCA). All corresponding genes were repressed in the intra-colonic environment. 

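Of the TCA cycle genes that could be named, fumC, fumarase, fell 2.38-fold (log2 fold change -1.25, adjusted p = 3.0e-06 from limma), and acn, aconitase, fell 2.83-fold (log2 fold change -1.50, adjusted p = 4.5e-07). The succinate dehydrogenase genes sdhC1 and sdhC2 fell 2.80-fold and 3.05-fold, with adjusted p = 8.7e-08 and 2.0e-06. sdhA3 had a log2 fold change of -0.99 (standard error 0.15, adjusted p = 3.2e-05) and was not declared, since its fold change did not exceed 2. It was declared lower after quantile normalization (log2 fold change -1.51), cyclic loess (-1.67) and with slide as a block (-1.04). The gene cat, for a coenzyme A transferase, fell 3.26-fold.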

Succinate is then converted into succinyl CoA, methylmalonyl CoA, propanoyl CoA and propionate by specific enzymes, whose corresponding transcripts were down-regulated. *mutA* and *mutB* were repressed with fold changes of -5.8 and -4.8, respectively, *mcoE* was repressed with a fold change of -9.3 (confirmed with a fold change of -21.7, p-value=0.06, by RT-qPCR). 

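The genes of the steps from succinyl-CoA to propionyl-CoA fell together. mutA and mutB, the subunits of methylmalonyl-CoA mutase, fell 5.80-fold (log2 fold change -2.53, standard error 0.15, adjusted p = 2.4e-09 from limma) and 4.85-fold (log2 fold change -2.28, standard error 0.16, adjusted p = 1.2e-08). mcoE, methylmalonyl-CoA epimerase, fell 7.62-fold (log2 fold change -2.93, standard error 0.20, adjusted p = 8.0e-09), from 2.01 ± 0.50 in spent medium to -0.92 ± 0.11 in the colon (log2 level, mean ± SD, n = 4). The 3 genes ranked at 90.4%, 87.7% and 90.8% of all genes in spent medium and at 19.3%, 17.5% and 7.49% in the colon.

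**Figure D4:**
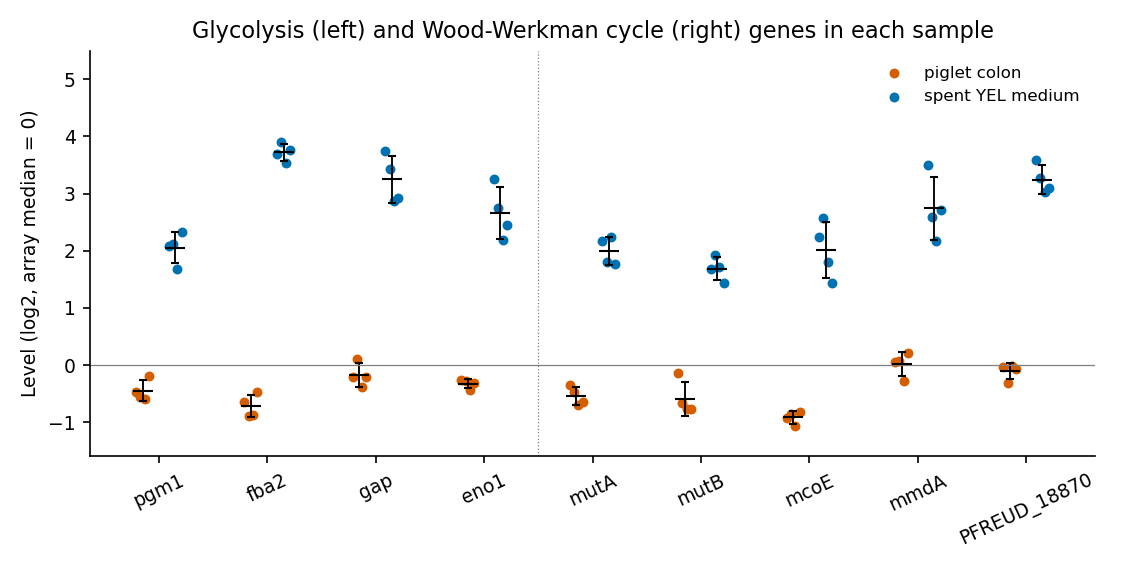
Log2 level, relative to the array median, of 4 glycolysis genes (left of the dotted line) and 5 genes of the Wood-Werkman cycle (right) in each of the 4 colon samples (orange) and 4 spent medium samples (blue). Bars give the mean and SD of each condition. In all 9 genes every colon sample lies below every spent medium sample.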

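Methylmalonyl-CoA carboxytransferase moves a carboxyl group from methylmalonyl-CoA to pyruvate. mmdA, for its 12S subunit, fell 6.65-fold (log2 fold change -2.73, standard error 0.22, adjusted p = 4.6e-08 from limma), and PFREUD_18870, for its 5S subunit, fell 10.2-fold (log2 fold change -3.36, standard error 0.14, adjusted p = 2.0e-10). The neighbouring gene mmcoA, also listed as a 12S subunit in the paper's tables, fell 6.82-fold (log2 fold change -2.77, standard error 0.15, adjusted p = 1.8e-09). The level of PFREUD_18870 was -0.11 ± 0.14 in the colon and 3.25 ± 0.25 in spent medium (log2 level, mean ± SD, n = 4).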

Transcripts corresponding to the 12S and 5S subunits (no probe was designed for the 1.3 S subunit) of the well-studied methylmalonyl-CoA carboxytransferase were repressed with fold changes of -7 and -10.3, respectively. The latter repression was confirmed with a fold change of -20.1 by RT-qPCR. The down-regulation of Wood-Werkman cycle is probably involved in maintaining the redox balance which is drastically affected by intra-colonic environment [41] and is probably a consequence of the low availability of pyruvate in intracellular content. Although glycolysis and the Wood Werkman cycle were down-regulated, all the genes of the pentose phosphate pathway (except *gnd2* gene) were stably expressed. This pathway produces a major source of reducing equivalent: NADPH needed for biosynthesis reactions and NADH necessary for oxidative phosphorylation.

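Of the pentose phosphate pathway genes that could be named, gnd2 and a transketolase gene fell and the transaldolase genes were not declared. gnd2, 6-phosphogluconate dehydrogenase, fell 2.30-fold (log2 fold change -1.20, standard error 0.14, adjusted p = 1.7e-06 from limma). PFREUD_22360, whose product name begins as that of a transketolase, fell 4.00-fold (log2 fold change -2.00, standard error 0.16, adjusted p = 5.1e-08), from 2.68 ± 0.36 in spent medium to 0.68 ± 0.10 in the colon (log2 level, mean ± SD, n = 4). The transaldolase genes PFREUD_04970 and PFREUD_19040 had log2 fold changes of -0.18 (adjusted p = 0.34) and 0.73 (adjusted p = 1.1e-04). The list of the transketolase and both transaldolase genes did not differ from other genes (camera, adjusted p = 0.84). gnd2 was no longer declared when arrays were scaled by the 75th percentile (log2 fold change -0.71) or by cyclic loess (-0.86), PFREUD_22360 was not after cyclic loess (-0.62), and PFREUD_04970 was lower after it (-1.41) and after quantile normalization (-1.08), while PFREUD_19040 was higher with the 75th percentile (1.22).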

Several transcripts involved in aerobic respiration were down-regulated in the intra-colonic environment: *nuoG* encoding the G chain of NADH-quinone oxydoreductase (responsible for the release of electrons and H+ contained in NADH molecule) with a fold change of -9.9 (confirmed with a fold change of -14.2 by RT-qPCR); electron transfer flavoprotein-quinone oxydoreductase *fixC* and *fixB* with fold changes of -4.3 and -2.2, respectively; *cydB* and *cydA* encoding cytochrome d ubiquinol oxidase subunit I and II with fold changes of -3.5 and -6.6, respectively. These latter results were impossible to confirm using RT-qPCR because of the difficulty of targeting one specific transcript among multi-genic family transcripts. 

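Genes of cytochrome d oxidase, of the electron transfer flavoprotein and of the G chain of NADH-quinone oxidoreductase were lower in the colon relative to the array median. cydA and cydB, the oxidase subunits, fell 6.44-fold (log2 fold change -2.69, standard error 0.13, adjusted p = 5.6e-10 from limma) and 3.16-fold (log2 fold change -1.66, standard error 0.16, adjusted p = 2.2e-07). fixC and fixB, of the electron transfer flavoprotein, fell 4.07-fold (log2 fold change -2.03, adjusted p = 2.9e-08) and 2.08-fold (log2 fold change -1.06, adjusted p = 2.1e-05). nuoG fell 9.61-fold (log2 fold change -3.26, standard error 0.27, adjusted p = 6.2e-08), although its rank among all genes was 99.9% in spent medium and 100% in the colon. Of the other NADH-quinone oxidoreductase genes, PFREUD_05170 and PFREUD_05180 were 1.68-fold and 1.87-fold lower, under the threshold of 2, and nuoN rose 2.34-fold (log2 fold change 1.23, adjusted p = 6.4e-07). After quantile normalization the direction of nuoG turned (log2 fold change 0.23) as did that of fixB (0.31), cydB was no longer declared (-0.74) nor was nuoN (0.64), and after cyclic loess nuoG was at -0.02 and fixB at 0.56. fixB was also not declared with the 75th percentile (-0.57), without pig C (-0.95) or without spent medium 1 (-0.94), and PFREUD_05180 was declared lower with slide as a block (-1.20).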

On the otherhand, some transcripts specific to anaerobic respiration were induced. 

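The genes of the anaerobic dimethyl sulfoxide reductase rose in the colon. dmsA, for chain A, rose 3.17-fold (log2 fold change 1.67, standard error 0.13, adjusted p = 2.9e-08 from limma), with a level of 0.55 ± 0.13 in the colon and -1.12 ± 0.15 in spent medium (log2 level, mean ± SD, n = 4). dmsB, for chain B, rose 2.85-fold (log2 fold change 1.51, standard error 0.13, adjusted p = 6.8e-08). Both were higher in each of the 4 colon samples than in any spent medium sample, and their ranks rose from 18.9% and 21.4% of all genes to 79.1% and 75.9%.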

Genes *dmsA* and *dmsB* encoding anaerobic dimethyl sulfoxide reductase, chain A and B were induced with fold changes of +3.2 and +2.5, respectively. The latter protein is responsible for the final transfer of electrons on various sulfoxide and N-oxide compounds. Another electron sink could be ferrous ion or sulfur. Accordingly, the gene encoding the sulfur transporter *cysW* was induced with a fold change of 4.1 (confirmed by RT-qPCR with a fold change of 9.2). 

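cysW, a permease of the sulfate transport system, rose 4.74-fold in the colon (log2 fold change 2.25, standard error 0.18, adjusted p = 5.2e-08 from limma). Its level was -0.59 ± 0.16 in the colon and -2.84 ± 0.43 in spent medium (log2 level, mean ± SD, n = 4). PFREUD_21610, listed in the paper's tables as the precursor of a sulfate-binding protein, rose 2.62-fold (log2 fold change 1.39, standard error 0.17, adjusted p = 3.2e-06) and was not declared after cyclic loess normalization (log2 fold change 0.82). With cysW well above background on only 5 of 8 spent medium arrays, the size of its rise is uncertain.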

Anaerobiosis-inducible dimethyl sulfoxide reductases play a key role in bacterial adaptation to anaerobic conditions in bacteria and serve as terminal reductases using DMSO as a terminal electron acceptor. They are involved in the colonization of intestine by Campylobacter jejuni [42] and *dmsA* mutation results in reduced in vivo adaptation in Actinobacillus pleuropneumoniae [43]. Such induction in *P. freudenreichii* reveals efficient adaptation to the anaerobic conditions of the colon content. Similarly, an IVET approach identified a methionine sulfoxide reductase involved in adaptation and persistence in the murine gut [27].

The observed changes suggest profound metabolic reprogramming in response to the intra-colonic environment. Such reprogramming has been described in *Bifidobacterium longum*, where exposure to bile salts in vitro [44] or to the colon in vivo [45] induces expression of the fructose-6-phosphate phosphoketolase (F6PPK, or bifid shunt pathway) at the expense of other catabolic pathways. Similarly, in the present study, specific catabolic.

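Genes of glycolysis and of the Wood-Werkman cycle that ranked high in spent medium, such as fba2, gap and PFREUD_18870, were lower in the colon, and single genes that ranked low there, such as gntP, pduP and ydaO, were higher. Of the 447 lower genes, fba2, gap and PFREUD_18870 were among those of central metabolism that ranked above 95% of all genes in spent medium, at 98.0%, 97.0% and 96.9%, and they ranked at 12.8%, 39.3% and 42.9% in the colon. Among the 414 higher genes, gntP, pduP and ydaO ranked at 2.66%, 1.18% and 0.218% in spent medium and at 39.4%, 45.2% and 14.3% in the colon, where the ranks in spent medium are uncertain because the 3 genes were well above background on 6, 6 and 3 of 8 arrays. The mean spread of log2 levels, as the interquartile range over genes, was 0.922 ± 0.0830 (SD, n = 4) in the colon samples and 1.81 ± 0.171 (SD, n = 4) in the spent medium samples (exact permutation test, 2-sided, p = 0.029, the smallest p that 4 samples against 4 allow). From the lower genes of glycolysis, the Wood-Werkman cycle and oxidative phosphorylation and the higher genes of anaerobic respiration, the paper proposes that the bacteria reprogram their metabolism in answer to the colon.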

2-Induction of specific carbohydrate catabolism and alternative pathways to produce NADH, NADPH, ATP and precursors.

If the intra-colonic environment is particularly glucose-depleted because of massive absorption upstream in the upper part of the gut during digestion, other carbohydrates like lactate, gluconate and propanediol are produced *in situ* by autochthonous bacteria of the colon. *P. freudenreichii* CIRM BIA1 has the ability to degrade these sugars [32]. Microarray analysis revealed the ability of *P. freudenreichii* to induce *in vivo* these peculiar catabolic pathways to generate reducing equivalents, ATP and metabolic precursors.

a. Lactate

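The L-lactate and D-lactate dehydrogenase genes changed in opposite directions. ldh2 rose 3.26-fold (log2 fold change 1.70, standard error 0.14, adjusted p = 4.5e-08 from limma) and ldh1 rose 2.63-fold (log2 fold change 1.40, standard error 0.13, adjusted p = 1.4e-07), while dld fell 2.63-fold (log2 fold change -1.39, standard error 0.16, adjusted p = 1.6e-06). The level of dld was -0.24 ± 0.19 in the colon and 1.16 ± 0.30 in spent medium (log2 level, mean ± SD, n = 4). Cyclic loess normalization ended the calls of ldh1 (log2 fold change 0.48) and ldh2 (0.72), quantile normalization that of ldh1 (0.81), and scaling by the 75th percentile that of dld (-0.90).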

Expression of the *ldh*1 and *ldh*2 genes, both encoding L-lactate dehydrogenase was enhanced with a fold change of +2.2 and +3.6, respectively (not confirmed by RT-qPCR), while D-lactate dehydrogenase *dld* was repressed with a fold change of −2.5. Although not a major fermentation product in the gut, lactate is an important electron sink in the colonic environment [46]. Both D- and L-stereoisomers exist in the colon, in concentrations on the millimolar scale. L-lactate is more abundant and is produced by many enteric bacteria including Bifidobacteria, Streptococci, Enterococci and Clostridia. D-lactate is a minor fermentation product in the colon. Differential modulation of L-lactate at the expense of D-lactate dehydrogenases could indicate metabolic adaptation to the colon setting, considering that lactate, including both stereoisomers, is the preferred carbon source for *P. freudenreichii* in fermented dairy products.

b. Gluconate

Gluconic acid is another intestinal substrate that can be degraded by *P. freudenreichii*. It is an organic compound present in fruits and other vegetable products, but also in the intestinal mucus, which represents a major source of carbohydrates for enteric bacteria [47]. 

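Genes named for gluconate use went both ways in the colon. Of 6 such genes found by the symbols of the paper's tables, gntP, eda and kduD rose and gntK, gnuT and gnd2 fell, with the same 3 and 3 when adjusted over the list alone. kduD, a dehydrogenase of deoxygluconate, rose 2.57-fold (log2 fold change 1.36, standard error 0.22, adjusted p = 4.3e-05 from limma). gnuT, a gluconate permease, fell 2.61-fold (log2 fold change -1.39, standard error 0.13, adjusted p = 2.4e-07). The genes bear symbols because the study found them changed on these samples, so the counts are not independent evidence. kduD was not declared after cyclic loess normalization (log2 fold change 0.85) or normexp background correction (1.00), nor gnuT when scaled by the 75th percentile (-0.89).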

In *P. freudenreichii*, it is also a possible carbon and energy source and the gluconate degradation pathway was accordingly induced in the intra-colonic environment (Figure 2). The degradation of gluconate by entire cells *of P. freudenreichii* has, to our knowledge, not been previously mentioned. The metabolic pathway was reconstructed following an *E. coli* model. The gene *gntP* coding for the gluconate transporter was induced 3.7 fold in the intra-colonic environment compared to the YEL medium. 

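gntP, a gluconate transporter, rose 4.53-fold in the colon (log2 fold change 2.18, standard error 0.18, adjusted p = 6.9e-08 from limma). Its level was -0.17 ± 0.21 in the colon and -2.35 ± 0.41 in spent medium (log2 level, mean ± SD, n = 4), and each of the 4 colon samples lay above each of the 4 spent medium samples. As gntP was well above background on 6 of 8 spent medium arrays, its level there is uncertain.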

The induction was confirmed with a fold change of +24 using RT-qPCR. The second step of the gluconate catabolic pathway is the phosphorylation of gluconate into 6P gluconate by glucokinase. Surprisingly, the expression of *gntK* was down regulated with a fold change of −2.8 (confirmed by RT-qPCR with a fold change of - 39.5). 

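gntK, gluconate kinase, fell 2.94-fold in the colon (log2 fold change -1.55, standard error 0.17, adjusted p = 1.3e-06 from limma), from 1.66 ± 0.37 in spent medium to 0.11 ± 0.19 in the colon (log2 level, mean ± SD, n = 4). It was not declared after quantile normalization (log2 fold change -0.99) or cyclic loess (-0.81).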

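PFREUD_03250 (rbsK), which encodes a carbohydrate kinase of the PfkB family, rose 3.65-fold in the colon (log2 fold change 1.87, standard error 0.17, adjusted p = 1.1e-07 from limma). Its level was 0.22 ± 0.36 in the colon and -1.65 ± 0.12 in spent medium (log2 level, mean ± SD, n = 4). The ribose kinase family gene thus moved opposite to the gluconate kinase gene gntK.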

We speculate that this phosphorylation step could be performed by another non-specific carbohydrate kinase such as PFREUD_03250 (annotated as *rbsK*) induced with a fold change of +3.6 in the intra-colonic environment. 6P gluconate is then degraded by the pentose phosphate pathway the genes of which were stably expressed (*gnd*, *rpiB*, *tal* genes, see above) or by the Entner Doudoroff pathway. Gene *eda* of the latter pathway was induced with a fold change of 2.1 (not confirmed statistically by RT-qPCR). 

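eda, the aldolase of the Entner-Doudoroff pathway, rose 2.33-fold in the colon (log2 fold change 1.22, standard error 0.17, adjusted p = 1.3e-05 from limma). Its rank was 21.8% of all genes in spent medium and 63.2% in the colon. The rise was below the threshold after cyclic loess normalization (log2 fold change 0.83).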

Pentose phosphate and Entner Doudoroff pathways produce NADPH which can be used for further biosynthesis reactions.

**Figure 2:**
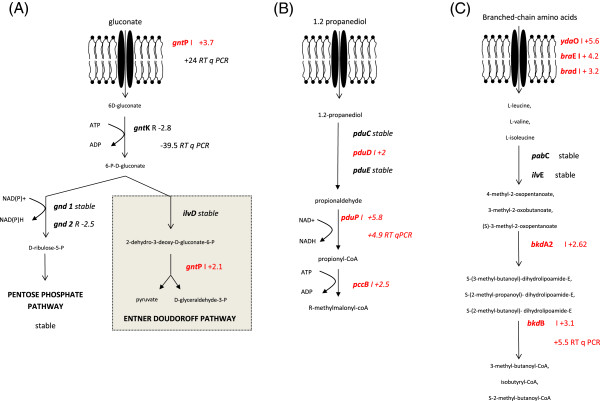
**Induction of gluconate, propanediol and branched-chain amino acid degradation pathway in the colonic environment compared to spent medium. (A)** Induction of gluconate degradation pathway in the colonic environment compared to spent medium. I and R indicate induced and repressed genes in the colonic environment, compared to spent medium, followed by the fold change based on a mean of four repetitions of microarray data. Differential comparisons between groups were performed gene by gene using modified *t*-test. Genes were declared as differentially expressed with a p-value ≤ 0.001 and |fold change| > 2. Three repetitions of RT-qPCR were performed and genes were declared as DE with a Student test P value < 0.05. **(B)** Induction of propanediol degradation in the colonic environment, compared to spent medium. Differential comparisons between groups were performed gene by gene using modified *t*-test. Genes were declared as differentially expressed with a P value ≤ 0.001 and |fold change| > 2. R indicates a repression. I indicates an induction. Numbers indicate the fold change based of a mean of four repetitions for microarray data. Three repetitions of RT-qPCR were performed and genes were declared as DE with a Student test p-value < 0.05. **(C)** Pathway of amino acid catabolism induced in the colonic environment, compared to spent medium. Differential comparisons between groups were performed gene by gene using a modified *t*-test. Genes were declared as differentially expressed with a P value ≤ 0.001 and |fold change| > 2. I indicates an induction. Numbers indicates the fold change based on a mean of four repetitions for microarray data. Three repetitions for RT-qPCR were performed and genes were declared as differentially expressed with Student test p-value < 0.05.

c. Propanediol

Propanediol is another substrate available for bacteria in the anaerobic environment of the colon because it is produced by the degradation of rhamnose and fucose by the commensal microbiota [48,49]or by the degradation of glycerol by *Clostridium* and *Enterobacteriacea*[50]. Propanediol degradation produces NADH which can be used as a source of electrons for oxidative phosphorylation (Figure 2). A locus containing 15 genes involved in propanediol degradation was found in the genome of *P. freudenreichii* CIRM-BIA1^T^[32]. Most genes of this locus appeared to be induced in the intra-colonic environment: *pduD* which encodes a subunit of B12 dependent dioldehydratase, the first enzyme of propanediol degradation was induced 2-fold; *pduP* responsible for the degradation of propionaldehyde to propionyl-CoA was induced with a fold change of +5.8 (confirmed by RT-qPCR with a fold change of 4.7). 

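The 18 genes of the propanediol locus, from pocR to pduP, did not all move the same way. In the colon 7 rose, 2 fell and 9 were not declared (7 higher and 2 lower when adjusted over the list alone). A log2 fold change above 0 was seen in 13. At an adjusted p under 0.05 from limma with no fold threshold, 12 were higher and 3 lower, counts added after seeing the data. pduP, a CoA-dependent propionaldehyde dehydrogenase, rose 6.09-fold (log2 fold change 2.61, standard error 0.14, adjusted p = 1.5e-09 from limma), pocR, the regulator at the other end, rose 3.16-fold (log2 fold change 1.66, adjusted p = 1.3e-06), and pduV and eutJ rose 2.72-fold and 2.57-fold. pduJ, a propanediol utilization protein, fell 4.85-fold (log2 fold change -2.28, adjusted p = 1.2e-08) and pduG, a reactivation protein of the diol dehydratase, fell 2.95-fold (log2 fold change -1.56, adjusted p = 1.3e-07). The median log2 fold change of the 18 genes was 0.77, and against all other genes the locus was not shifted (camera, adjusted p = 0.14; adjusted p = 0.47 with an estimated correlation). Within the slides that held both conditions the shift against all other genes was 0.93 (cameraPR, adjusted p = 0.045). cameraPR runs camera on t statistics, here of a fit to single arrays that did not join the 2 arrays of a sample. By that test the same shift with slide as a fixed block gave an adjusted p of 0.069. No other setting gave one under 0.05 (0.061 to 0.71, by camera or cameraPR). The test by fry, which does not compare with other genes, gave an adjusted p = 7.8e-05 for a move in 1 direction. The files do not pair the symbol pduD with a probe, and pocR was not declared after cyclic loess normalization (log2 fold change 0.72). On the 8 spent medium arrays pduP was well above background on 6, which leaves the size of its rise uncertain.

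**Figure D5:**
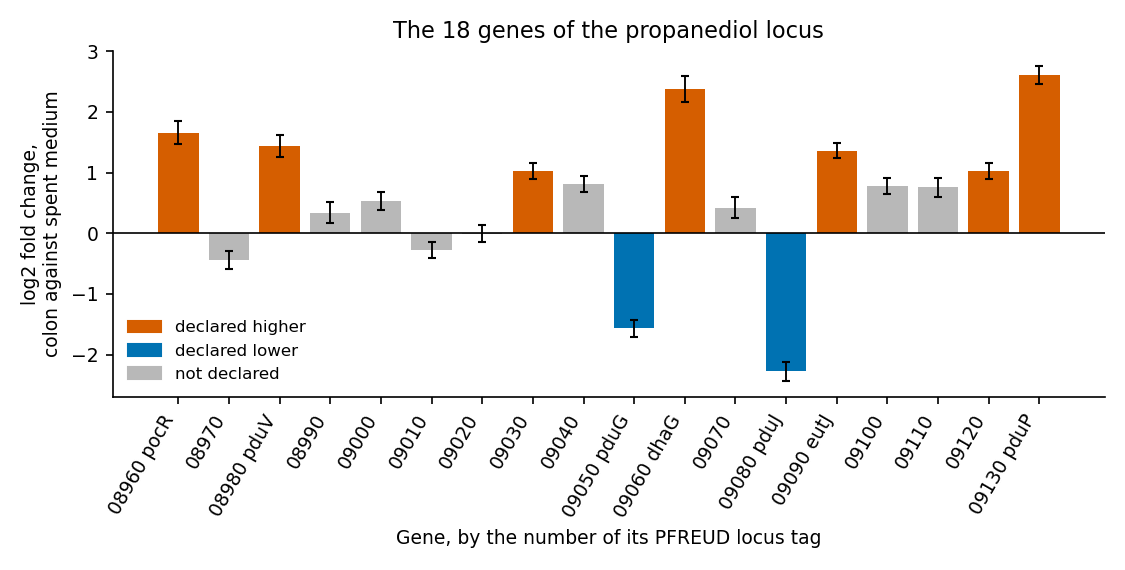
Log2 fold change, colon against spent medium, of the 18 genes of the propanediol locus in the order of their locus tags, with standard errors from 4 samples per condition. Orange bars were declared higher (7 genes), blue bars lower (pduG and pduJ) and grey bars neither (9 genes).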

Two slightly different pathways were proposed for propanediol degradation in *Salmonella typhimurium*[49] and in *Listeria innocua*[48]. All the coding sequences of the propanediol locus in *Propionibacterium freudenreichii* are highly similar to those of *Clostridium*, *Salmonella* and *Listeria* species. However, two genes (*pduL* and *pduW*) present in *Salmonella typhimurium* and *Listeria innocua* are missing in the genome of *Propionibacterium freudenreichii* CIRM-BIA1. Their products are responsible for the conversion of propionyl-CoA into propionate. We propose that the next degradation step could be operated by the enzyme encoded by *pccB* responsible for the conversion of propionyl-CoA to R-methylmalonyl-CoA which was induced with a fold change of + 2.5. 

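pccB, the beta chain of propionyl-CoA carboxylase, rose 2.32-fold in the colon (log2 fold change 1.22, standard error 0.12, adjusted p = 3.1e-07 from limma), with a level of -0.01 ± 0.05 in the colon and -1.23 ± 0.12 in spent medium (log2 level, mean ± SD, n = 4). It was not declared after quantile normalization (log2 fold change 0.97), cyclic loess (0.64) or normexp background correction (0.96).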

R-methylmalonyl-CoA can be further degraded during the Wood-Werkman cycle.

The *pdu* operon is a key feature in the probiotic *Lactobacillus reuteri*, involved in growth on propanediol, involved in reuterin biosynthesis, in colonization of the human digestive tract [51] and in protection towards *Salmonella typhimurium* colonization [52]. To our knowledge, *L. reuteri* and *P. freudenreichii* are the only probiotic species with a *pdu* operon allowing utilization of propanediol. This ability confers an advantage to the strain. Since *pdu* mutation confers a virulence defect to *Salmonella enterica*[53] in mice, we can suppose that the catabolism of propanediol is essential for the persistence of this pathogen in their host. As a consequence, *P. freudenreichii* can also be considered to compete with *Salmonella enterica* for utilization of the propanediol present in the intestine.

d. Metabolism of amino acid

Intra-colonic conditions affected amino-acids transport and catabolism pathways. 

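dcuA, a transporter of C4-dicarboxylates, fell 4.36-fold in the colon (log2 fold change -2.13, standard error 0.20, adjusted p = 2.2e-07 from limma), from 2.45 ± 0.45 in spent medium to 0.32 ± 0.27 in the colon (log2 level, mean ± SD, n = 4). After cyclic loess normalization it was not declared (log2 fold change -0.97).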

The *dcuA* gene, encoding a C4-dicarboxylate uptakeproteins responsible for the transport of aspartate, was repressed with a fold change of −5.2 (Additional file 9: Table S5). 

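Both genes of the transporters of D-serine, D-alanine and glycine fell in the colon. cycA1 fell 13.6-fold (log2 fold change -3.76, standard error 0.33, adjusted p = 1.1e-07 from limma), and cycA2 fell 6.44-fold (log2 fold change -2.69, standard error 0.13, adjusted p = 7.0e-10). The level of cycA1 varied more between the pigs, at 1.40 ± 0.68, than that of cycA2, at 0.33 ± 0.18 (log2 level in the colon, mean ± SD, n = 4).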

The genes *cycA1* and *cycA2*, the products of which are responsible for the transport of glycine and alanine, were repressed with a fold change of −16.5 and −6.6, respectively (*cycA1* repression was confirmed by RT-qPCR with a fold change of −2). The gene encoding L- aspartate oxidase (*nadB2*) was repressed with a fold change of −9.3, consistent with the absence of oxygen, which is essential to its catabolic reaction. 

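nadB2, L-aspartate oxidase, fell 9.26-fold in the colon (log2 fold change -3.21, standard error 0.19, adjusted p = 2.9e-09 from limma). Its level was 1.20 ± 0.24 in the colon and 4.41 ± 0.42 in spent medium (log2 level, mean ± SD, n = 4), with no overlap between the 8 samples.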

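ald, alanine dehydrogenase, had a fall of 61.8-fold, from 6.23 ± 0.39 in spent medium to 0.28 ± 0.14 in the colon (log2 level, mean ± SD, n = 4), with an adjusted p of 6.4e-12 from limma. It ranked at 99.5% of all genes in spent medium and at 65.8% in the colon. dadA2, a glycine and D-amino acid oxidase, fell 2.90-fold (log2 fold change -1.53, standard error 0.19, adjusted p = 4.1e-06) and was not declared after quantile normalization (log2 fold change -0.70) or cyclic loess (-0.30).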

Repression of *dadA2* and *ald*, with a fold change of −3.4 and −61, indicates a down-regulation of glycine and alanine degradation, respectively.

On the other hand, other transcripts involved in aspartate degradation like *aspB*, *tyr*B and *got* were slightly induced with fold changes of +2.3, 1.7 and 2.1, respectively.

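The aspartate aminotransferase genes aspB and got rose 2.37-fold (log2 fold change 1.25, standard error 0.17, adjusted p = 9.0e-06 from limma) and 2.39-fold (log2 fold change 1.26, standard error 0.16, adjusted p = 3.9e-06) in the colon. The level of aspB was -0.64 ± 0.25 in the colon and -1.89 ± 0.31 in spent medium (log2 level, mean ± SD, n = 4). Neither was declared after quantile normalization (log2 fold changes 0.54 and 0.86), cyclic loess (0.26 and 0.59) or normexp background correction (0.47 and 0.90). The files do not pair the symbol tyrB with a probe.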

Similarly, (Figure 2) three genes encoding the inner membrane protein component of branched-chain amino acids ABC transporter were induced in the intra-colonic environment: *ydaO*, *braE* and *brad* with fold changes of +5.6, 4.2 and 3.2, respectively. These branched-chain amino acids can be introduced into proteins or transformed into enoyl-CoA, incorporated into branched chain fatty acids. 

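The membrane protein genes ydaO, braE and braD of transporters of branched-chain amino acids rose in the colon, while livG, the ATP-binding protein gene beside braE, fell 3.57-fold (log2 fold change -1.84, standard error 0.16, adjusted p = 1.1e-07 from limma). braE rose 5.33-fold (log2 fold change 2.41, standard error 0.17, adjusted p = 1.4e-08) and braD rose 3.41-fold (log2 fold change 1.77, standard error 0.16, adjusted p = 1.4e-07). ydaO stood at -0.67 ± 0.15 in the colon and -3.74 ± 0.52 in spent medium (log2 level, mean ± SD, n = 4). Of 6 genes of the transport and degradation of these amino acids found by the symbols of the paper's tables, 5 were higher and 1 lower (the same when adjusted over the list alone), a list chosen by the study on these samples. braD was not declared after cyclic loess normalization (log2 fold change 0.81) or normexp background correction (0.98). The levels of ydaO and braE in spent medium, and so the sizes of their rises, are uncertain, since they were well above background on 3 and 4 of 8 arrays there.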

All genes corresponding to the degradation pathway that produces enoyl CoA were stably expressed or induced in the intra-colonic environment. *bkdA2* and *bkdB* were induced with fold changes of 2.6 and 2.8, respectively (*bkdB* was confirmed with a fold change of 5.5 by RT-qPCR). 

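bkdA2 and bkdB, subunits of the branched-chain keto acid dehydrogenase, rose 3.14-fold (log2 fold change 1.65, standard error 0.14, adjusted p = 8.8e-08 from limma) and 2.57-fold (log2 fold change 1.36, standard error 0.17, adjusted p = 4.1e-06) in the colon. The level of bkdA2 was 1.17 ± 0.21 in the colon and -0.48 ± 0.18 in spent medium (log2 level, mean ± SD, n = 4). The other genes of this pathway carry no symbol in the paper's tables and could not be named on the array.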

Branched chain fatty acids can be introduced in the bacterial membrane, conferring fluidity and resistance to oxidation, or released into the lumen. A protective role of BCFAs in intestinal barrier function of the host has recently been described [54].

e. Purine and pyrimidine

*P. freudenreichii* also seems to use ribose and nucleotides as sources of carbon and nitrogen. The degradation pathway of uracil, an RNA-specific base, was induced. The uracil transporter (Xanthine/uracil permease) encoded by PFREUD_23760 was induced +4.5 (confirmed with a fold change of +3.7 by RT-qPCR). 

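PFREUD_23760, a xanthine and uracil permease, rose 4.40-fold in the colon (log2 fold change 2.14, standard error 0.18, adjusted p = 6.2e-08 from limma). Its level was -0.51 ± 0.24 in the colon and -2.65 ± 0.36 in spent medium (log2 level, mean ± SD, n = 4). After cyclic loess normalization its log2 fold change was 0.99, under the threshold. The gene was well above background on 6 of 8 spent medium arrays.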

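cmk, cytidylate kinase, rose 2.45-fold in the colon (log2 fold change 1.29, standard error 0.15, adjusted p = 1.7e-06 from limma), from -1.18 ± 0.31 in spent medium to 0.11 ± 0.04 in the colon (log2 level, mean ± SD, n = 4). The gene was not declared after cyclic loess normalization (log2 fold change 0.78).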

The gene *cmk* encoding a cytidylate kinase was induced +2.5 (confirmed with a fold change of +30 by RT-qPCR). Purine and pyrimidine are available in the intestine as a result of the degradation of nucleic acids obtained from diet. Bases are required by *E. coli* to colonize of the intestine [55]. The ability to use such bases to adapt to the colonic conditions seems to be shared by *P. freudenreichii*.

3-Recovery of precursor metabolites in the medium to fulfill anabolic needs

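Of 10 genes whose product name on the array begins with an inositol symbol, iolT3, iolB and iolH rose, none fell and 7 were not declared (3 higher when adjusted over the list alone). iolT3, a myo-inositol transporter, rose 4.09-fold (log2 fold change 2.03, standard error 0.19, adjusted p = 1.8e-07 from limma), iolB rose 2.48-fold (log2 fold change 1.31, standard error 0.12, adjusted p = 2.0e-07) and iolH rose 2.33-fold (log2 fold change 1.22, standard error 0.18, adjusted p = 2.3e-05). iolD was 1.70-fold higher (log2 fold change 0.77, adjusted p = 1.7e-04), under the threshold of 2, and passed it with the 75th percentile (log2 fold change 1.26) and with slide as a block (1.19). The other transporter genes iolT1 and iolT2 had log2 fold changes of -0.50 and -0.47. Against all other genes the list was not shifted (camera, adjusted p = 0.48). After cyclic loess normalization none of iolT3, iolB and iolH was declared (log2 fold changes 0.94, 0.51 and 0.31). Of the rising genes iolT3 was well above background on 5 and iolH on 7 of 8 spent medium arrays.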

Transcript corresponding to the transport of inositol *iolT3* was induced +3.4 (confirmed with a fold change of +5.9 by RT-qPCR) whereas the remaining degradation pathways were slightly induced (*iolD* +1.5 and *iolB* +2.4) or stably expressed. Inositol is a carbohydrate found in many vegetable food components, including fruits but also cereals, nuts and beans, which were present in the pig diet in this study. Its bioavailability is enhanced by degradation of phytates within the gut lumen by members of the gut microbiota [56]. Inositol thus constitutes a usable substrate for *P. freudenreichii* in the gut environment.

Similarly, the glycerol and glycerol 3P transporter PFREUD_23410 was induced +4.7 (confirmed with a fold change of +34 by RT-qPCR), whereas the degradation pathway of glycerol was not induced. 

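Transporter genes of glycerol 3-phosphate rose while the genes of glycerol use fell. PFREUD_23410, a permease of a glycerol 3-phosphate transporter, rose 5.01-fold (log2 fold change 2.32, standard error 0.16, adjusted p = 1.1e-08 from limma), and its neighbours PFREUD_23400 and PFREUD_23420 rose 2.73-fold and 2.21-fold. glpT, another glycerol 3-phosphate transporter gene, rose 3.19-fold (log2 fold change 1.67, adjusted p = 9.5e-07). The glycerol facilitator gene glpF fell 3.73-fold (log2 fold change -1.90, adjusted p = 2.3e-08), dhaK, a dihydroxyacetone kinase, fell 2.93-fold, and glpA and glpB, of anaerobic glycerol 3-phosphate dehydrogenase, fell 2.33-fold and 2.73-fold. In all, 4 of these 8 genes were higher and 4 lower (the same when adjusted over the list alone), in a list named from the paper's tables of changed genes.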

Glycerol is another substrate available in the gut as a result of the hydrolysis of dietary triglycerides by digestive enzymes. *P. freudenreichii* can ferment glycerol, a property used in the LGA selective medium for the isolation of dairy propionibacteria [57].

Both inositol and glycerol are incorporated into *P. freudenreichii* membranes in the form of phosphatidyl inositol. However, this anabolic pathway is not induced, as indicated by the repression of the phosphatidyl inositol transferase encoded by *pgs*1 with a fold change of −1.5 (p-value < 0.001, data not shown). Glycerol and inositol are thus most likely used partly as carbon and energy sources in the intestine and partly incorporated as cell building blocks. We suspected that glycerol is also needed during propanediol degradation, interacting with DhaG a glycerol dehydratase reactivation factor encoded by a gene *dhaG* induced with a fold change of +3.8 (confirmed by RT-qPCR with a change of +4.9) and present in the middle of propanediol operon.

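dhaG, a reactivation factor of glycerol dehydratase, rose 5.19-fold in the colon (log2 fold change 2.38, standard error 0.22, adjusted p = 1.5e-07 from limma). Its level was -1.23 ± 0.23 in the colon and -3.60 ± 0.53 in spent medium (log2 level, mean ± SD, n = 4). It was not declared after cyclic loess normalization (log2 fold change 0.89) or normexp background correction (0.76). Only 4 of 8 spent medium arrays had dhaG well above background, so its level there and the size of its rise are uncertain.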

Figure 3 synthetizes all induced and repressed catabolic pathways of cells in colonic environment compared to *P. freudenreichii* cells maintained in the spent medium.

**Figure 3:**
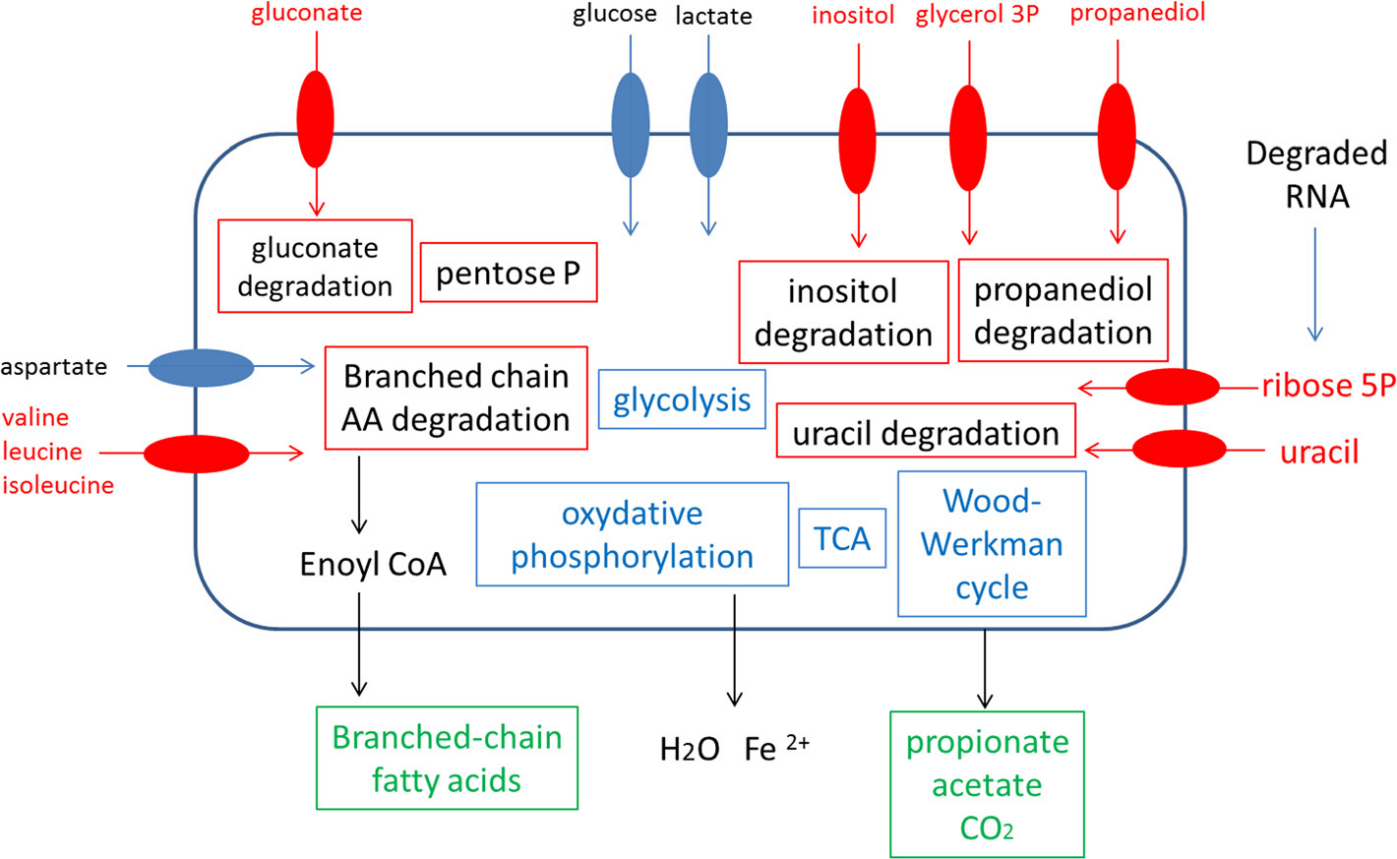
**Overview of *Propionibacterium freudenreichii *metabolism of in the colonic environment compared to spent medium.** Differential comparisons between groups were performed gene by gene using a modified *t*-test. Genes were declared as differentially expressed with P value ≤ 0.001 and |fold change| > 2. In blue, genes repressed in the colonic environment: glycolysis, tricarboxylic acid cycle (TCA), Wood-Werkman cycle, oxidative phosphorylation. In red, gene induced or stably expressed in the colonic environment compared to spent medium: pentose phosphate, gluconate, inositol, propanediol, uracil and branched-chain amino-acid degradation.

4-Down regulation of protein synthesis but induction of genes involved in cell division

Protein production is probably reduced. It is consistent with the repression of several ribosomal proteins and the *tuf* gene, which encodes the translation elongation factor (Additional file 9: Table S5) with a fold of – 4.8. 

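tuf, elongation factor Tu, fell 5.90-fold in the colon (log2 fold change -2.56, standard error 0.20, adjusted p = 2.5e-08 from limma), from 2.09 ± 0.48 in spent medium to -0.47 ± 0.11 in the colon (log2 level, mean ± SD, n = 4). The largest falls among the ribosomal protein genes were those of rpsM, with 7.94-fold (log2 fold change -2.99, standard error 0.24, adjusted p = 5.1e-08), and rplT, with 5.11-fold (log2 fold change -2.35, standard error 0.17, adjusted p = 1.7e-08). rpsO fell 4.07-fold (log2 fold change -2.02, standard error 0.13, adjusted p = 5.8e-09). The SD of rpsM over the 4 colon samples was 0.67.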

Counts before introduction into the colon and after 24H in the colon showed a good survival rate (66%) with high repeatability (1.2 E^10^ +/− 1.6 E^9^ before versus 8 E^9^ +/− 1.6 E^9^ CFU after 24H, significant *t*-test p-value < 0.001). Nevertheless, microarray showed induction of genes expressed specifically during cell division: *ftsE*, *ftsQ*, *ftsW1*, *ftsW2* with a fold change of +3.3, +4, +2.3, +2, respectively and in DNA replication: *dnaA* encoding a chromosomal replication protein, PFREUD_21610 encoding a primosomal replication protein, *dna*E1 encoding the alpha subunit of polymerase III, PFREUD_01220 encoding a DNA polymerase and *polA* encoding the DNA polymerase I were induced with a fold change of +2, +2.6, +2.2, +2.3 and +2.3, respectively (Additional file 8: Table S4). This suggests that part of the propionibacteria population recovered the ability to divide after 24H in the colon.

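Some genes of cell division and DNA replication were higher in the colon and others were lower. ftsQ rose 4.80-fold (log2 fold change 2.26, standard error 0.12, adjusted p = 1.6e-09 from limma), ftsE 3.51-fold, ftsW1 2.45-fold and ftsW2 2.16-fold (adjusted p = 2.5e-08, 2.6e-07 and 3.1e-04). dnaA, the replication initiator, rose 2.22-fold (log2 fold change 1.15, standard error 0.17, adjusted p = 1.6e-05), polA 2.44-fold, dnaE1 2.30-fold and PFREUD_01220 2.27-fold, with adjusted p = 4.1e-07, 7.3e-06 and 5.8e-07. The gene listed as a primosomal replication protein in the paper's tables, PFREUD_11100, rose 3.09-fold, and the helicase gene PFREUD_13150 rose 3.87-fold. ssb, a single-strand binding protein, fell 4.99-fold (log2 fold change -2.32, standard error 0.14, adjusted p = 2.6e-09), dnaZX, the gamma and tau subunits of DNA polymerase III, fell 3.38-fold (adjusted p = 1.9e-07), and topA, topoisomerase I, fell 2.14-fold (adjusted p = 5.8e-06). By product name on the array, 3 of 6 cell division genes and 3 of 14 DNA polymerase, gyrase, primase, topoisomerase and ligase genes rose, with none and 1 lower (the same when adjusted over the list alone). Neither list was shifted against all other genes (camera, adjusted p = 0.20 and 0.91). Levels fell with distance from dnaA in every sample, with Spearman's rho over genes of -0.357 to -0.289 in the 4 colon samples and -0.125 to -0.0924 in the 4 spent medium samples, and the log2 fold change itself had a rho of -0.0683. Distance was counted in genes by locus tag. The last tags, where most transposase genes lie, are included, and their place on the map was not checked. Within slides the rises of dnaA and polA did not reach the threshold (log2 fold changes 0.68 and 0.81 with slide as a block), nor did that of dnaA without pig D (0.98) or of ftsW2 without spent medium 1 (0.88), and after quantile normalization PFREUD_01220, PFREUD_11100, dnaE1 and ftsW2 were not declared (0.92, 0.95, 0.57 and 0.80), nor was dnaZX (-0.85). ftsQ was well above background on 7 of 8 spent medium arrays.

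**Figure D6:**
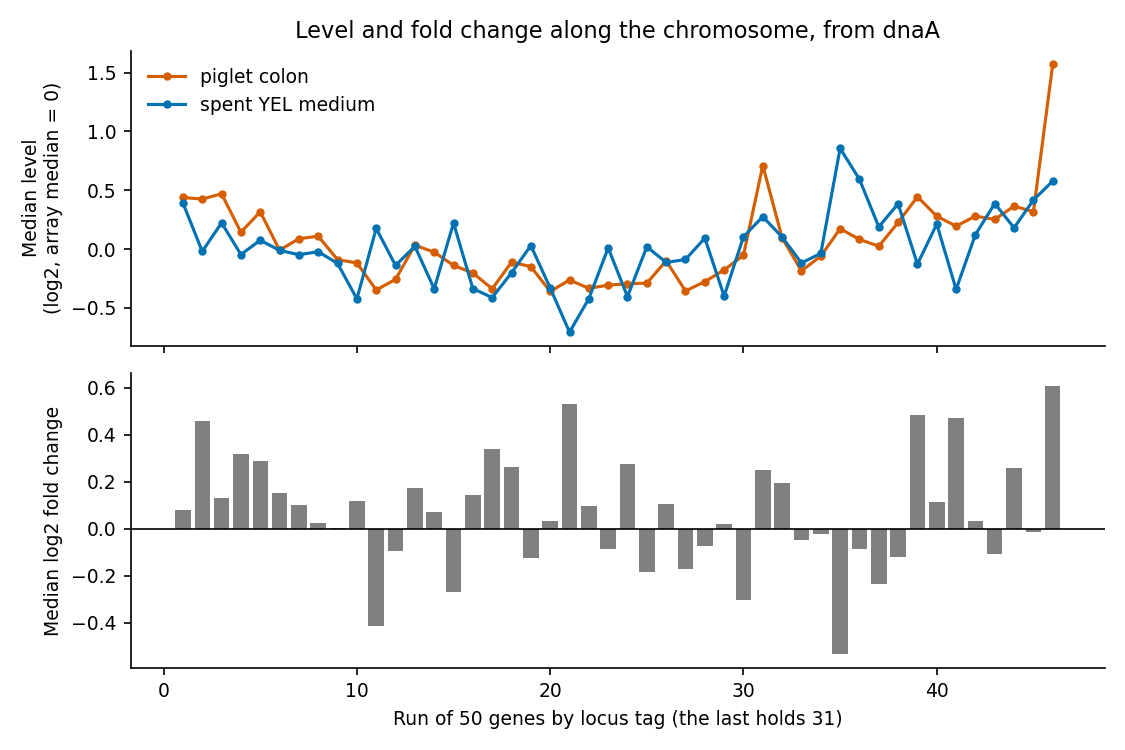
Median log2 level relative to the array median in 4 colon samples (orange) and 4 spent medium samples (blue), and median log2 fold change, in runs of 50 genes by locus tag from dnaA. The last run holds 31 genes. If locus tags follow the map, both ends of the horizontal axis lie next to dnaA on the circular chromosome. This was not checked for the last locus tags, where most of the transposase genes lie.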

5-Down regulation of general stress proteins

Considering that the colonic environment is thought to be stressful, molecular chaperones were surprisingly repressed in *P. freudenreichii* in this condition, compared to spent YEL medium. For example, expression of GroEL and GroES is generally induced in bacteria by different stresses that lead to protein misfolding. In *P. freudenreichii*, pulse labelling and proteomic analysis revealed induction of this complex by acid stress [21], yet not by thermal and bile salts stress [23,24]. It is repressed here under intra-colonic conditions, suggesting that no major protein misfolding is sensed by *P. freudenreichii*. Moreover, both *dnaJ1* and *dnaJ2* molecular chaperones, as well as *hsp*20 which is involved in disaggregation of stress-denatured proteins, were repressed with fold changes of −2.8, -3.9 and −36, respectively (confirmed with a fold change of −20 by RT-qPCR). 

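The GroES genes fell in the colon and the GroEL genes did not pass the threshold. Of the genes named on the array as chaperonins of 10 kDa, groS2 fell 2.28-fold (log2 fold change -1.19, adjusted p = 2.9e-06 from limma) and PFREUD_06460 fell 2.24-fold (log2 fold change -1.17, adjusted p = 1.6e-06). Of those named as chaperonins of 60 kDa, PFREUD_06470 was 1.88-fold lower (log2 fold change -0.91, adjusted p = 1.0e-05) and PFREUD_18470 was 1.55-fold lower (log2 fold change -0.63, adjusted p = 0.0084). With slide as a block PFREUD_06470 passed it (log2 fold change -1.01). PFREUD_06460, PFREUD_06470 and PFREUD_18470 were named here after their values were seen, as the genes of the GroEL and GroES complex.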

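Small heat shock and DnaJ genes fell in the colon. hsp20 1 fell from 5.69 ± 0.59 in spent medium to 0.33 ± 0.28 in the colon (log2 level, mean ± SD, n = 4), hsp20 2 fell 29.7-fold (log2 fold change -4.89, standard error 0.25, adjusted p = 7.9e-10 from limma) and hsp20 3 fell 20.0-fold (log2 fold change -4.32, standard error 0.23, adjusted p = 1.2e-09). dnaJ1 fell 2.97-fold (log2 fold change -1.57, standard error 0.14, adjusted p = 1.5e-07) and dnaJ2 fell 3.69-fold (log2 fold change -1.88, standard error 0.16, adjusted p = 8.0e-08). The hsp20 genes ranked at 99.4%, 99.1% and 99.0% of all genes in spent medium and at 68.6%, 51.6% and 72.6% in the colon.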

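Of 17 genes with a chaperone or heat shock name on the array, 13 fell in the colon, none rose and 4 were not declared (13 lower when adjusted over the list alone). dnaK1, an HSP70 chaperone, fell 16.4-fold (log2 fold change -4.04, standard error 0.16, adjusted p = 6.5e-11 from limma) and dnaK2 fell 7.86-fold (log2 fold change -2.98, standard error 0.16, adjusted p = 1.5e-09). Their cofactors grpE1 and grpE2 fell 5.10-fold and 3.46-fold (adjusted p = 1.4e-07 and 7.9e-08), and clpB1, an ATP-dependent chaperone, fell 4.01-fold (log2 fold change -2.00, standard error 0.17, adjusted p = 6.5e-08). The list was lower than all other genes with a preset correlation (camera, adjusted p = 3.3e-06), a call that is lost when the correlation is estimated (adjusted p = 0.35 with an estimated correlation). fry, which does not compare with other genes, gave an adjusted p = 1.1e-05 for a move in 1 direction. The median rank of the list was 80.5% of all genes in spent medium and 31.6% in the colon, and its median log2 fold change was -1.77, -1.59 and -1.88 within slides 2, 3 and 5.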

The same was observed for the stress-induced ATP-dependent proteinase *clpB* (−3.6 confirmed by RT-qPCR with a fold-change of −10.9, while clpC was non-significantly repressed, -2.17 fold with p-value = 0.055) involved in stress-denatured proteins degradation and turnover, for the chaperones *dnaK1* (−15.5 confirmed at −23.3 by RT-qPCR) and *dnaK2* (−7.7) and for the co-chaperone *grpE1* (−5.5) and *grpE2* (−3.5). By contrast, an R-IVET approach showed *clpC* to be involved in digestive adaptation in *L. plantarum* WCFS1 [27]. Together, these data suggest that no major damage at the level of protein folding and function is sensed by *P. freudenreichii* in colonic conditions compared to the control culture left in spent medium. The repression of chaperones agrees with the abundance of carbon and nitrogen exploited by *P. freudenreichii* in the colonic environment (see above).

6-Limit of the method

We designed an innovative approach to tackle the question of adaptation of a probiotic to the colonic environment. However, although innovative, this approach has several drawbacks that must be acknowledged. The first one is that the transcriptomic profile we observed for *Propionibacterium freudenreichii* within the gut is probably related to the specific microbiota of our pigs. In particular, it must be acknowledged that following surgery, pigs received intra-muscular ampicillin for 3 consecutive days. This probably modified gut microbiota as demonstrated by Janczyk et al. 2007 [58] who observed long-lasting effect of amoxicillin on some bacteria abundance in piglets (decrease of *Roseburia faecalis*-related population and increase of an enterobacterial population with 100% identity to *Shigella* spp., *Escherichia coli* and *Salmonella enterica* serovar *Typhi*). However other studies demonstrated microbiota resilience within few days in other species [59]. Similarly, the influence of the pig diet on gut microbiota and substrate availability must be acknowledged. The other drawback is the influence of pig diet since we can imagine that a higher supply of propanediol and gluconate would have enhanced *P. freudenreichii* probiotic potential. Despite these limitations in the approach, we believe our data will greatly benefit the scientific community working on probiotic bacteria and *P. freudenreichii* specifically. Further studies using the same innovative approach but comparing Propionibacteria transcriptomic profile in pigs harboring different microbiota composition (whether due to antibiotic treatment, diet composition or any other factor influencing microbiota composition) would constitute another step into the understanding of probiotic action upon gut and host physiology but are beyond the scope of this study.

## Conclusions

The aim of this study was to obtain a molecular insight into the adaptation of *P. freudenreichii* to intra-colonic conditions. Transcriptomic analysis revealed metabolic reorientation in accordance with intestinal conditions (Figure 3). Glycolysis, the Wood-Werkman cycle and oxidative phosphorylation were probably down-regulated (in blue) due to the lack of glucose and anoxic conditions encountered in the intra-colonic environment. However, *P. freudenreichii* was able to induce pathways (in red) involved in the metabolism of substrates available in the colon (propanediol, gluconate, inositol, amino-acids and nucleic bases) and in the production of energy (ATP), reducing equivalent (NADH and NADPH) and metabolic precursors. Furthermore, induction of genes indicating growth (cell division proteins), as well as DNA polymerase involved in replication, confirmed the adaptation 24H after the introduction of *P. freudenreichii* into the pig colon. Survival and metabolic activity within the gut, which constitute a prerequisite to *P. freudenreichii* probiotic potential expression, seem to be achieved by utilization of specific substrates such as propanediol and gluconate. This unique *in vivo* experimental approach is the first demonstration of *P. freudenreichii* physiological adaptation to the colon of an omnivorous mammal.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

TS developed *in vivo* used dialysis devices and carried out RNA extractions. SP carried out RNA sample labeling and microarray hybridizations. GG participated in the design of the study and performed the statistical analysis. VL created databases and implemented bioinformatics tools. JM and AL participated to microarray design, hybridizations and scanned microarrays. HF designed microarrays and reconstructed metabolic pathways. GB conceived animal experimentation and participated to the writing. HF and GJ conceived the study, and participated in its design, carried out the coordination and wrote the manuscript. All authors read and approved the final manuscript.

## Authors’ information

Gwenaël Jan and Hélène Falentin share the same seniority.

## Supplementary Material

Additional file 1: Figure S1 Dialysis device allowing development of the bacterial implant. Click here for file

Additional file 2: Table S1 Diet composition. Click here for file

Additional file 3: Figure S2 Flowchart of experiment. Click here for file

Additional file 4: Table S2 Flowchart of RNA samples. Click here for file

Additional file 5: Table S3 Primers used for reverse transcription quantitative PCR (RT-qPCR). Click here for file

Additional file 6: Figure S5 Repression of glycolysis. Click here for file

Additional file 7: Figure S3 Heatmap of statistical analysis of microarray. Click here for file

Additional file 8: Table S4 List of gene induced in colonic environment compared to spent medium with fold change >2 and p value <0,001. Click here for file

Additional file 9: Table S5 List of gene repressed in colonic environment compared to spent medium with fold change >2 and p value <0,001. Click here for file

Additional file 10: Figure S4 The Wood Werkman cycle responsible for release of propionic acid was repressed in colonic environment. Click here for file

# Supplementary material for: A unique in vivo experimental approach reveals metabolic adaptation of the probiotic Propionibacterium freudenreichii to the colon environment
**Source:** BMC Genomics. 2013 Dec 23;14:911. doi: 10.1186/1471-2164-14-911
**Supplement:** Additional file 1: Figure S1 — Dialysis device allowing development of the bacterial implant.

## Slide 1

(A)
(B)
Dialysis tubing
( cut off 50kDA)
Catheter
Sutures
Distilled water
Dextran Blue
### Chart: Bromophenol blue diffusion
| Category | Do |
|---|---|(D)
(C)
Distilled water
Bromophenol blue
Diffusion
Distilled water
[unsupported chart]
Bromophenol blue
Supplemental Figure A1: Dialysis device allowing development of the bacterial implant.
A : The dialysis tubing (cut off 50 kDa), sealed at one end, was fasten to a surgical catheter and the tightness achieved using sutures with surgical thread. This device allows diffusion of molecules below 50 kDa while retaining molecules above 50 kDa.
B : Checking impermeability of the implant towards Dextran Blue (MW 100 kDa). Ten mL of a 1% solution were placed in the implant and dialyzed against 24 h against 1 L of distilled water. No blue staining of the distilled water was observed, whatever the dialysis time.
C : Checking permeability of the implant towards Bromophenol Blue (same protocol). The blue staining diffuses into the distilled water, as evidenced by an increase in absorbance at 592 nm (D).
D : Checking entry of bile salts into the implant. Ten mL of distilled water were placed in the implant and dialyzed against 1 L of a 1 g/L bile salts solution. Diffusion of bile salts is monitored by following absorbance at 201 nm of the implant content.

# Supplementary material for: A unique in vivo experimental approach reveals metabolic adaptation of the probiotic Propionibacterium freudenreichii to the colon environment
**Source:** BMC Genomics. 2013 Dec 23;14:911. doi: 10.1186/1471-2164-14-911
**Supplement:** Additional file 2: Table S1 — Diet composition.

Supplemental Table : Diet composition

| Ingredients | % |
| --- | --- |
| Wheat | 23.5 |
| Corn | 25.5 |
| Barley | 24.6 |
| Soybean meal | 23.0 |
| Vegetable oil | 0.5 |
| Calcium carbonate | 1.0 |
| Monocalcium phosphate | 1.0 |
| Sodium chloride | 0.4 |
| Trace element and vitamin mix | 0.5 |

# Supplementary material for: A unique in vivo experimental approach reveals metabolic adaptation of the probiotic Propionibacterium freudenreichii to the colon environment
**Source:** BMC Genomics. 2013 Dec 23;14:911. doi: 10.1186/1471-2164-14-911
**Supplement:** Additional file 6: Figure S5 — Repression of glycolysis.

Supplemental Figure S5:

Repression of glycolysis. R indicates a repression. I indicates an induction. Numbers indicate sthe fold change based on a mean of four repetitions for microarray data and three repetitions for RT q PCR. Student test, pvalue <0.05.

***fba1*** *R -1.9*

***fba2*** *R -21.3 / R -145.7 RT q PCR*

Phosphoenolpyruvate

Glycerate 3 P

***gpm1*** *R -1.2*

***gpm2*** *R -3.7*

Glycerate 2 P

***eno1*** *R -8.4 / R -50.7 RT q PCR*

***eno2*** *R -2.5*

***pgk*** *R -2.2*

***gap*** *R -11.5*

glycerate 1,3 bi P

fructose 6 P

glyceraldehyde 3 P

***pfkA*** *I -1.7 (ATP)*

***pfp*** *R -2.2 (PPi)*

***pgi*** *R -1.5*

***pgm1*** *R -5.9*

fructose 1,6 bi P

glucose 6 P

glucose 1 P

# Supplementary material for: A unique in vivo experimental approach reveals metabolic adaptation of the probiotic Propionibacterium freudenreichii to the colon environment
**Source:** BMC Genomics. 2013 Dec 23;14:911. doi: 10.1186/1471-2164-14-911
**Supplement:** Additional file 7: Figure S3 — Heatmap of statistical analysis of microarray.

Supplemental Figure A3: Heatmap of statistical analysis of microarray

Samples TS13, TS14, TS17 and TS18 were excluded from micro-array and Rt q PCR analysis because poorly correlated to other samples issued from the same conditions.

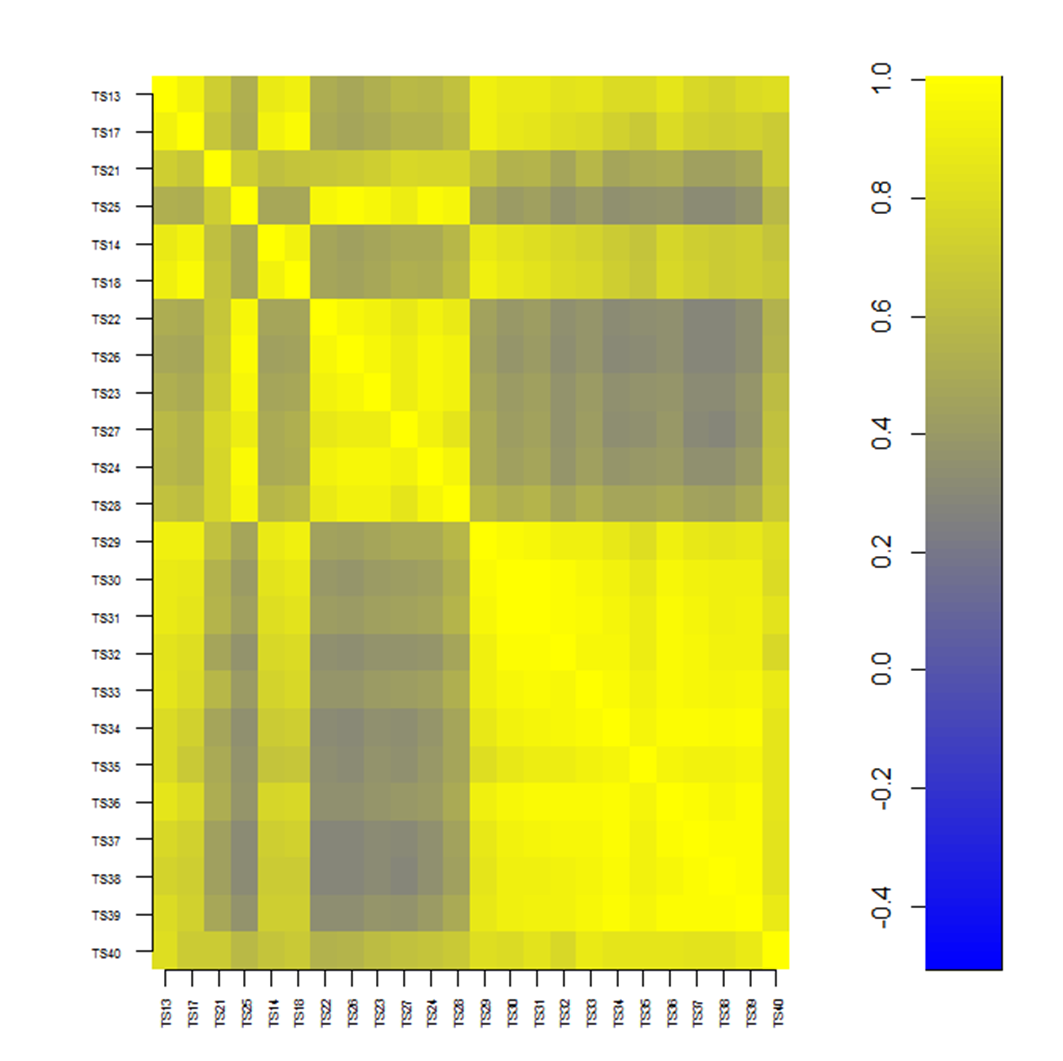

**YEL medium**

**Colonic environment**

# Supplementary material for: A unique in vivo experimental approach reveals metabolic adaptation of the probiotic Propionibacterium freudenreichii to the colon environment
**Source:** BMC Genomics. 2013 Dec 23;14:911. doi: 10.1186/1471-2164-14-911
**Supplement:** Additional file 10: Figure S4 — The Wood Werkman cycle responsible for release of propionic acid was repressed in colonic environment.

Supplemental Figure A4: The Wood Werkman cycle responsible for release of propionic acid was repressed in colonic environment.

***bccp (1.3S)***

***mmcoA/mmdA (12S)*** R – 7

***PFREUD_18870 (5S)***

R – 10.2 / -20.1 RT q PCR

***sdh*** R -2/-3.5 according subunit

***mutA*** R – 5.8

***mutB*** R – 4.8

***cat*** R – 3.4

pyruvate

***mdh*** R -4.1

oxaloacetate

***mcoE*** R -9.3 / -21.7 RT q PCR

propionate

***mdh*** R -2.5

propanoyl-CoA

S-methylmalonyl-CoA

R-methylmalonyl-CoA

succinyl-CoA

succinate

fumarate

malate

How the deposited data were processed for this re-analysis (not part of the article)

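RNA of P. freudenreichii CIRM-BIA1 was measured on 16 custom 1-colour Agilent arrays, 8 with RNA from bacteria kept 24 h in the colon of piglets and 8 from bacteria kept 24 h in spent YEL medium. Each of the 4 samples per condition has 2 arrays. By the paper's methods the colon cultures were also concentrated 5 times by centrifugation and put in dialysis tubing, and the spent medium cultures were not. Effects of these steps cannot be told apart from those of the colon. The methods do not give the temperature of the 24 h in spent medium. Conditions and samples were taken from the sample labels, and the days of the colon cultures from Table S2. By the paper's methods, the authors kept for each piglet the 2 of 4 replicates that correlated best, and drew 8 of 12 spent medium replicates at random. The spread of the colon samples may therefore be smaller than that of all colon replicates, while the spent medium replicates had no such choice.

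The authors extracted the intensities of the spots with Agilent Feature Extraction, in a later version per the file headers than the paper's methods name, and deposited background-subtracted intensities that were not scaled between arrays. The deposited table of the comparison holds a fold change, colon over YEL medium, as a linear ratio computed by the authors. The paper's methods describe averaging, median scaling and limma, and the file does not say whether its values were made that way. Its p-values were also computed by the authors, as deposited, and the file does not say whether they were adjusted. The spot intensities were used for all results, and the deposited fold changes only for comparison.

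Spots marked as non-uniform or as population outliers were left out. The log2 signals of the 6 spots of each of 2295 probes were averaged, each array's median was subtracted, and the 2 arrays of a sample were averaged. By the paper's methods the authors averaged the 2 cultures and the spots of a probe first and then scaled the log2 signals by the median, so the order differs here. A gene was tested if spots remained on at least 80% of the arrays of each condition, and all 2295 were tested. The 4 colon samples were compared with the 4 spent medium samples in limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with the Benjamini-Hochberg correction, at an adjusted p of at most 0.001 and a fold change above 2. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. A comparison of single values between conditions used the exact permutation of 8 samples, whose smallest 2-sided p is 0.029. Ranks of genes compare signals of different probes, which do not bind equally, so a rank does not measure the amount of a transcript.

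The probes carry a locus tag for 2281 genes and only a probe name for 14, and the first 7 letters of a product name. The reference table of gene symbols is of another strain and shares no locus tag with the array, so symbols were taken from the paper's tables of changed genes. Lists named by symbol therefore hold genes the study found changed, and 15 lists were also made from the product names on the array and tested with camera, with a preset correlation of 0.01 and with an estimated one, and with fry. Named genes were those with a fold change in the paper's text, the 10 largest rises and the 10 largest falls with no overlap between samples, up to 4 members of each list and the paper's internal standards, by a rule written when the values of the paper's tables had been seen. The internal standards serA, cbiM and ndk could not be found on the array by symbol.

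On data simulated with 2295 genes, 1 of 50 genes changed 1.5-fold was declared, 45 of 50 changed 2.5-fold, and 50 of 50 changed 4-fold and 8-fold, with 0 of 2095 unchanged genes. Genes were drawn independently, with the same spread between samples in both conditions and without array scaling. The simulation therefore does not bear on calls that a compressed scale or the scaling could make. All genes were well above background on the colon arrays and 2194 on every spent medium array.

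Alternatives were scaling by the 75th percentile, division of log2 signals to 1 median, quantile and cyclic loess normalization, no normalization, normexp background correction with an offset of 50, averaging before the log, arrays as cultures with the sample as a random block (consensus correlation -0.256), slide as a fixed or a random block (consensus correlation 0.233), comparison within slides, scan as a block, a filter on dim probes, no filter of marked spots, limma-trend, a test against a fold change of 2, other thresholds on p (0.05 and 1e-04) and each sample left out in turn. The mean signal of the spots is no column of the files analysed here, so normexp was run on the median signal. Fits to single arrays, which are those with a block and that within slides, tested the lists with cameraPR, which runs camera on t statistics. Of these fits only that with the sample as a random block joined the 2 arrays of a sample. The 5 slides were numbered from the file headers, as were 2 scans, of which the first holds 4 spent medium arrays of slide 1 only. No paper gene was left out for its value, and genes that the paper names but no probe could be paired with were not reported.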

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

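The comparison of array brightness with the spread, the removal of a running median and the comparison of replication and division genes with their neighbours were chosen only after the result was seen, and the other tests before the data were examined.

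Falls reached larger folds than rises, and genes of the propanediol locus, such as pduP and pduJ, went opposite ways. The 4 spent medium arrays brighter than the dimmest colon array had interquartile ranges of 1.55 to 2.09, against at most 1.25 on the colon arrays, but all 4 are of scan 1 and all colon arrays of scan 2, where 0 spent medium arrays were as bright and the 2 dimmest colon arrays had the widest ranges (1.25 both), so brightness cannot be told apart from condition. The log2 fold change correlated with the spent medium level at -0.806 (Spearman's rho, level and fold change from different spent medium samples). That is stronger than the -0.472 left after quantile normalization, which gives all samples the same spread. The samples of the colon had narrower levels, and a compressed scale can give both. On the arrays alone, DNA in the RNA or unspecific signal could flatten levels this way and cannot be told apart from a change of transcription. The prediction set beforehand was that a flattened signal lowers the correlation of neighbouring genes. That correlation was higher in the colon (difference of medians 0.0871) but lower once a running median was removed (0.0433 to 0.0616 against 0.0657 to 0.0737). It was 0.154 to 0.204 in the colon and 0.0914 to 0.105 in spent medium. Without the locus tags after PFREUD_24190, where most transposase genes lie, it was 0.107 to 0.154 and 0.0732 to 0.0871. The excess thus came with a trend along the locus tags, in part with the last of them, and does not speak against a flattened signal. The bound set beforehand therefore did not separate these explanations. The paper states that quantitative PCR showed the absence of genomic DNA. It also reports RT-qPCR in the direction of the arrays for the genes tested, with p under 0.05 by Student's test for some, such as fba2 and gntP, and not for others. Its internal standards were chosen among genes unchanged on the arrays. A narrower range of transcript levels in the colon stays open as a hypothesis.

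Slide is an unlikely cause of the declared genes. With slide as a block 99.8% of the 861 genes kept their direction at an adjusted p under 0.05. In 1 of 35 splits of the 8 samples, the real split with 861 genes, as many were called, the highest other being 0. Every other split mixes the conditions in both groups and so widens the spread within them. The count therefore shows only that the colon and spent medium samples differ as sets, and says nothing on single genes. Of the 414 higher genes, 83 (20.0%) were not well above background on at least 1 spent medium array, and for these 83 a level near background cannot be told apart from a low level, while 331 were well above it on all 8. Among the 83 are the largest rise, ydaO, and cobA2, dhaG and braE, each well above background on at most 4 spent medium arrays. From the arrays alone, that the differences between the colon and spent medium come from transcription in the bacteria remains a hypothesis. For the genes it tested by RT-qPCR, the paper reports the same direction.

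Replication and division genes such as dnaA and polA were declared higher. More gene copies near the origin would raise neighbouring genes alike. All 11 of these genes exceeded the median of the other genes in their run of 50 by more than 2 standard errors (median difference in log2 fold change 1.30). The 11 were picked because they were declared higher, so that excess was nearly set by the choice. Listed genes that fell, such as ssb, dnaZX and topA, or were not declared were left out. The run medians, which the choice did not use, were only -0.317 to 0.512, and polA lies 853 genes from dnaA. For these 11 genes this argues against copy number as the whole of the rise. Whether it adds a share stays open, since the log2 fold change correlated with distance from dnaA at -0.0683 (Spearman's rho), between the bounds set for and against it. Levels also correlated with distance more strongly in all 4 colon samples (Spearman's rho, exact permutation p = 0.029, the smallest that 4 against 4 allow). A rho is not a slope, and no slope was computed. No DNA was measured, so such a share cannot be told apart from regulation, and both dnaA and polA fell short of the threshold with slide as a fixed block.

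A single sample stood far from the other 3 of its group, by Dixon's gap over range above its critical value for 4, for these genes: dnaA in pig D (highest, 0.937), PFREUD_05170 in pig D (lowest, 0.891), rplK in pig D (highest, 0.843), mutB in pig A (highest, 0.840), tyrS in pig A (lowest, 0.934), polA in pig D (highest, 0.904), PFREUD_19040 in pig A (lowest, 0.892), PFREUD_24500 in pig D (highest, 0.884), eda in spent medium 4 (lowest, 0.885), aspB in spent medium 1 (lowest, 0.888), PFREUD_05170 in spent medium 4 (highest, 0.925), gnd2 in spent medium 4 (lowest, 0.919), braD in spent medium 1 (lowest, 0.840), cspB in spent medium 4 (highest, 0.857), PFREUD_21920 in spent medium 1 (lowest, 0.849), PFREUD_22550 in spent medium 1 (highest, 0.857), ssb in spent medium 4 (lowest, 0.845). Chance flags about 1 in 20 groups, and 17 of 270 groups of 4 were past that value.

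Genes of groups that the paper does not discuss were also declared higher or lower: 8 of 13 aminoacyl-tRNA synthetases, 19 of 31 transposases and integrases, 2 of 2 cold shock genes, 4 of 11 oxidative stress genes, 5 of 15 cobalamin genes and 1 of 4 menaquinone genes, all named by the product names on the array. Over all genes 37.5% were declared, a share that the oxidative stress, cobalamin and menaquinone genes did not exceed.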

How the results depend on the processing

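The settings that kept to the arrays of scan 2, subtracted a floor from each array, left out the locus tags after PFREUD_24190 or removed a running median of 51 genes were chosen only after the data were seen, and all others before the data were examined. No paired analysis was possible because the colon samples are labelled pig A to D and the spent medium samples 1 to 4, with nothing that joins a pig to a medium. With each sample left out in turn the number of higher genes was 376 to 433 and that of lower genes 431 to 458, the correlation of the fold change with the spent medium level was -0.818 to -0.776 and that with the distance from dnaA -0.0711 to -0.0640. The ribosomal protein and chaperone lists stayed lower in every setting with the preset correlation of camera or cameraPR. In the reported setting neither was shifted with an estimated one (camera, adjusted p = 0.35 for both). The filter on dim probes removed no gene and so tests nothing. Beyond what the settings themselves change, the cause was not tested.

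Counts of higher and lower genes were 764 and 271 with the 75th percentile, 2102 and 3 with no normalization, 89 and 196 when tested against a fold change of 2, and 921 and 850 at an adjusted p under 0.05 with no fold threshold, which are a stricter and a looser test. Within slides 5 lists passed in place of 2, the propanediol locus among them with a shift of 0.93. The 5 come from cameraPR on single arrays and the 2 from camera on samples, so the counts are of different tests. The correlation of the fold change with the spent medium level, -0.806 in the reported setting, was -0.908 with log2 signals divided to 1 median, -0.472 with quantile normalization, -0.416 with cyclic loess, -0.562 with normexp and -0.718 with a floor subtracted. That with the distance from dnaA, -0.0683 as reported, was -0.00942 with log2 signals divided to 1 median, -0.217 with quantile normalization, -0.256 with cyclic loess, -0.180 with normexp, -0.0558 with linear averages, -0.0980 with a floor subtracted, -0.0776 with slide as a fixed block and within slides, -0.0728 with slide as a random block, -0.0813 with scan as a block and within scan 2, and -0.0564 without the last locus tags. The difference in neighbour correlation turned to -0.0146 with a running median removed, and the difference in spread was -0.00887 after quantile normalization, which sets all spreads equal by construction.

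Among 132 named genes, quantile normalization turned the direction of fixB (0.31) and nuoG (0.23) and ended the call of 21, cyclic loess turned fixB (0.56) and PFREUD_10470 (-0.14) and ended 39, and normexp ended 20. With no normalization, where brighter colon arrays raise every gene, 64 named genes turned direction (log2 fold changes): ahpC 0.35, cbiA 0.71, cbiO3 1.92, clpB1 1.48, cobS 1.58, cspA 1.41, cspB 2.34, cycA2 0.79, cydA 0.79, cydB 1.82, dadA2 1.95, dcuA 1.36, dhaK 1.93, dld 2.09, dnaJ1 1.91, dnaJ2 1.60, dnaK2 0.51, dnaZX 1.72, dps 0.52, dtxR 0.79, eno1 0.49, feoB 0.54, fixB 2.42, fixC 1.45, gap 0.059, glpF 1.58, gnd2 2.28, gntK 1.93, gnuT 2.10, grpE1 1.13, grpE2 1.69, livG 1.64, lysX 1.24, mcoE 0.55, menA 2.11, menC 2.15, menD 1.88, menE2 1.40, mmcoA 0.71, mmdA 0.75, mutA 0.95, mutB 1.20, nadB2 0.27, nuoG 0.22, pduJ 1.20, PFREUD_04970 3.30, PFREUD_05170 2.73, PFREUD_05180 2.58, PFREUD_10460 2.68, PFREUD_10480 2.64, PFREUD_18870 0.12, PFREUD_22360 1.48, PFREUD_24500 0.18, pgm1 0.98, rplK 1.23, rplT 1.13, rpsM 0.49, rpsO 1.46, sodA 0.72, ssb 1.16, sufS 0.60, TnpD 0.76, tuf 0.92, valS 1.16.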

Differences from the paper's values

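The settings within scan 2 and with a floor subtracted were chosen only after the result was seen, PFREUD_06460, PFREUD_06470 and PFREUD_18470 were named after their values were seen, and the counts of genes declared here alone and of the propanediol locus without a fold threshold were added after seeing the data. In the category of transcription initiation of the paper's tables, the paper's text gives 17 repressed genes, while 3 were declared lower here, and the tables themselves list 3. None of the alternatives set before the data were examined reaches the paper's value, and none could, since the category is given only to genes of those tables, so the alternatives do not bear on the difference.

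The paper states that the genes of the pentose phosphate pathway other than gnd2 were stable. PFREUD_22360, whose product name begins as that of a transketolase, was 4.00-fold lower (adjusted p = 5.1e-08), and it was not declared after cyclic loess normalization (log2 fold change -0.62), while both transaldolase genes were not declared.

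The paper states that most genes of the propanediol locus were induced. The paper counts 15 genes in the locus. Over the 18 genes counted to it here 7 were higher, 2 lower and 9 not declared, with pduP among the higher genes. A log2 fold change above 0 was seen in 13 of the 18, and at an adjusted p under 0.05 with no fold threshold 12 were higher and 3 lower.

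The paper describes the gluconate pathway as induced and reports gntK as repressed. Of 6 genes named for it, gntP, eda and kduD were higher and gntK, gnuT and gnd2 lower.

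The paper describes oxidative phosphorylation as repressed. Of the genes found by product name, 1 of 10 of NADH-quinone oxidoreductase was lower and 2 of 8 of ATP synthase were higher with none lower, and nuoN was higher, while nuoG, fixB, fixC, cydA and cydB were lower as the paper states. In the category of membrane bioenergetics, which is given only to genes of the paper's tables, 18 of the 19 genes listed as repressed were declared lower and 4 of the 4 listed as induced were declared higher.

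The paper describes all genes of the TCA steps as repressed. sdhA3 was 1.99-fold lower, under the threshold, and was declared lower with quantile normalization, cyclic loess, normexp, slide as a fixed or a random block, scan as a block, no filter of marked spots and without pig C, pig D, spent medium 2, 3 or 4, as well as at an adjusted p under 0.05. It was also declared lower within scan 2 and with a floor subtracted, both chosen after seeing the values.

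The paper describes the GroEL and GroES complex as repressed. The genes of 10 kDa, groS2 and PFREUD_06460, were lower, and those of 60 kDa, PFREUD_06470 and PFREUD_18470, were 1.88-fold and 1.55-fold lower and not declared. PFREUD_06470 was declared lower with log2 signals divided to 1 median, with slide as a fixed block, within slides, at an adjusted p under 0.05 with no fold threshold, and with a floor subtracted, which was chosen after seeing the values, and PFREUD_18470 with log2 signals divided to 1 median and at an adjusted p under 0.05.

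The paper's text gives PFREUD_21610 as a primosomal replication protein, and the paper's tables list it as a sulfate-binding protein, 2.62-fold higher. The gene listed there as a primosomal replication protein is PFREUD_11100, 3.09-fold higher.

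Of 765 genes in the paper's tables 28 were not declared here, gyrA, leuB and rpsF among them, and all 765 had the paper's direction. Of these 28, 20 were declared with log2 signals divided to 1 median, 15 with linear averages, 10 with slide as a fixed block and 28 at an adjusted p under 0.05 with no fold threshold. In turn 124 of the 861 genes declared here are not in the paper's tables, 63 higher and 61 lower, PFREUD_17910 and PFREUD_22360 among them. Of these 124, 37 are among the 66 probes that the deposited table omits, while all 2295 were tested here.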

Other observations

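No test in this part was chosen after its result was seen, but the rule for named genes and some lists were written when the values of the paper's tables, which come from the same arrays, had been seen. Single genes of the defence against oxidative stress were lower in the colon. trxA5, a thioredoxin, was 14.2-fold lower (log2 fold change -3.83, adjusted p = 1.5e-09 from limma), ahpC, a peroxiredoxin, 8.78-fold, dps, a DNA-binding protein induced by starvation, 7.78-fold, and sodA, superoxide dismutase, 6.80-fold. Of 11 genes found by product name, 4 were lower, none higher and 7 not declared. dps and sodA, from the paper's tables of changed genes, do not belong to these 11. Against all other genes the list was not shifted (camera, adjusted p = 0.14, and 0.35 with an estimated correlation). fry, which does not compare with other genes and also passed lists that camera did not call, gave an adjusted p = 6.4e-06. With slide as a block the shift against all other genes was -0.98 (cameraPR on single arrays, adjusted p = 0.026). The alternatives gave adjusted p of 0.019 to 0.41 by camera or cameraPR. Both cold shock genes were lower, cspA 4.20-fold and cspB 2.20-fold, the latter not declared with the 75th percentile or with slide as a fixed block. Iron genes went both ways: feoB, for ferrous iron uptake, was 7.67-fold lower, the iron-dependent repressor dtxR 6.43-fold lower and sufS, a cysteine desulphurase, 7.37-fold lower, and fepC, a permease of an iron transporter, 4.20-fold higher. Of 7 iron genes 2 were higher and 5 lower, in a list named from the paper's tables of changed genes.

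Of 13 aminoacyl-tRNA synthetase genes 5 were higher and 3 lower, with thrS 3.47-fold and tyrS 2.94-fold higher and valS 5.00-fold and lysX 4.72-fold lower (camera, adjusted p = 0.76). Of 15 cobalamin genes 2 were higher and 3 lower, and the adjacent genes cobA2 and cbiA moved apart, cobA2 7.39-fold higher and cbiA 6.80-fold lower (camera, adjusted p = 0.91). The sizes of the rises of cobA2 and thrS are uncertain, since they were well above background on 3 and 5 of 8 spent medium arrays. The menaquinone genes menE2, menD, menA and menC were 4.24-fold, 3.03-fold, 2.59-fold and 2.51-fold lower, menA and menC not declared with the 75th percentile and menA also not with quantile normalization, cyclic loess or scan as a block, and of 4 genes found by product name 1 was lower (camera, adjusted p = 0.75). Of 31 transposase and integrase genes 12 were higher and 7 lower, with PFREUD_24730 3.54-fold higher and PFREUD_24500 9.85-fold lower. Their median rank was 75.8% of all genes in spent medium and 97.3% in the colon, and the list was not shifted in the reported setting (camera, adjusted p = 0.48 with the preset correlation and 0.83 with an estimated one of 0.0874) but was, with the preset correlation alone tested, with quantile normalization (adjusted p = 5.3e-06), cyclic loess (5.6e-08) and normexp (0.0033). Of the lower genes, PFREUD_24230, PFREUD_24480, PFREUD_24580, PFREUD_24590 and PFREUD_24760 had near equal log2 fold changes (-1.25 to -1.36). Whether the probes of such genes measure separate transcripts was not tested, so the counts and the preset correlation may treat them as more independent than they are.

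Adjacent genes moved together more than random pairs did. Over 2148 pairs of adjacent genes the log2 fold changes correlated at 0.111 (Pearson's r), the highest of 1000 random pairings being 0.0679 (p = 0.001 from permutation, the smallest they can give). Of 329 pairs with both genes declared, 198 (60.2%) went the same way, and 50.1% would by chance. The strand is not given, so pairs on opposite strands are included. Transposase genes with adjacent locus tags are also included, and the correlation of fold changes was not computed without them.

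The table of fold changes that the authors deposited holds 2229 genes. At the paper's thresholds 337 were higher and 317 lower. Over the genes of that table, its log2 fold changes correlated with those here at 0.856 (Pearson's r) with median scaling and at 0.984 with quantile normalization. The paper's tables hold 765 of the genes, all listed as higher or lower. Over these genes alone, the paper's values correlated with those here at 0.998 and with the deposited table at 0.927. A set without unchanged genes raises a correlation, so these values cannot be compared with those over the whole deposited table.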
